# Notch Signaling Pathway in Tooth Shape Variations throughout Evolution

**DOI:** 10.3390/cells12050761

**Published:** 2023-02-27

**Authors:** Thimios A. Mitsiadis, Pierfrancesco Pagella, Helder Gomes Rodrigues, Alexander Tsouknidas, Liza L. Ramenzoni, Freddy Radtke, Albert Mehl, Laurent Viriot

**Keywords:** notch signaling, Jagged1, RNA analysis, mouse, human, tooth, dental morphology, evolution, differentiation

## Abstract

Evolutionary changes in vertebrates are linked to genetic alterations that often affect tooth crown shape, which is a criterion of speciation events. The Notch pathway is highly conserved between species and controls morphogenetic processes in most developing organs, including teeth. Epithelial loss of the Notch-ligand Jagged1 in developing mouse molars affects the location, size and interconnections of their cusps that lead to minor tooth crown shape modifications convergent to those observed along Muridae evolution. RNA sequencing analysis revealed that these alterations are due to the modulation of more than 2000 genes and that Notch signaling is a hub for significant morphogenetic networks, such as Wnts and Fibroblast Growth Factors. The modeling of these tooth crown changes in mutant mice, via a three-dimensional metamorphosis approach, allowed prediction of how Jagged1-associated mutations in humans could affect the morphology of their teeth. These results shed new light on Notch/Jagged1-mediated signaling as one of the crucial components for dental variations in evolution.

## 1. Introduction

Identifying the molecular mechanisms that have driven evolutionary changes in tissues and organs is a critical challenge in current biology. Teeth are the most mineralized tissues in vertebrates and therefore constitute the best-preserved part of the skeleton following fossilization. Consequently, studies of mammalian evolution often rely on the analyses of tooth shape, since subtle changes in tooth crown morphology usually constitute a criterion of speciation events. The remarkable diversity of tooth crown shapes results from differences in number, position, arrangement and interrelation of cusps, as well as on the dimensions of the dental crown [1,2]. Variations in these traits reveal a wide range of adaptations that occurred in relation to numerous episodes of diversification over 200 million years of mammal evolutionary history [3,4]. Hence, the study of the genetic regulation of tooth morphology is important to understand the mechanisms underlying changes in tooth crown shape during evolution. In this context, the mouse dentition is one of the most widely used mammalian models in paleo-evo-devo investigations [5,6,7,8,9,10].

Mammals develop species-specific dentitions whose form and function are directly related to the activation of defined epithelial and mesenchymal signals at various locations of the developing tooth germs [11,12]. A combination of key signaling molecules, including Bone Morphogenic Protein (BMP), Fibroblast Growth Factor (FGF), Sonic hedgehog (Shh) and Wnt families, are produced and secreted by the developing dental tissues. These molecules are also expressed during specific stages of odontogenesis in restricted areas of the dental epithelium that represent tooth exclusive signaling centers comparable to those localized in a variety of other developing organs in vertebrates [11,13]. These signals regulate the proliferative activity of epithelial and mesenchymal cells, leading to dental epithelial folding and the formation of cusps, which constitute the earliest developmental sign of species-specific tooth patterning. Spatial arrangement and the interconnection of cusps is closely linked to the diversity and evolution of dietary habits [4,5,13].

The Notch signaling pathway encompasses a group of evolutionary conserved trans-membrane protein receptors known to be involved in tooth formation and morphology [14,15,16,17]. Four mammalian Notch homologues (Notch1, Notch2, Notch3 and Notch4), which interact with five trans-membrane-bound ligands (Jagged1, Jagged2, Delta1, Delta-like3 and Delta-like4), have been identified [18,19,20,21,22,23]. These molecules have been shown to play crucial roles in binary cell-fate decisions mediated by the lateral inductive cell signaling in many developmental systems. In humans, mutations in the *NOTCH1* and *NOTCH3* are associated with a neoplasia (T-cell acute lymphoblastic leukemia lymphoma) and CADASIL (cerebral autosomal dominant arteriopathy with subcortical infarcts and leukoencephalopathy), respectively [24]. *JAGGED1* mutations have been associated with Alagille syndrome, an inherited autosomal dominant disorder that affects the face and various organs and tissues, including liver, heart, axial skeleton and eyes [25,26]. The functional role of Notch molecules has been investigated in detail by their targeted inactivation in mice. *Notch1^−/−^* [27], *Notch2^−/−^* [28], *Jagged1^−/−^* [29], *Jagged2^−/−^* [30] and *Delta1^−/−^* [31] homozygous null mice die either at early embryonic stages or after birth. Notch deregulation in mice severely affects the development of the kidney, heart, intestine, eyes and somites, as well as neurogenesis and angiogenesis [18,27,28,29,30,31]. Components of the Notch pathway are also expressed during odontogenesis and play an essential role in the patterning and formation of dental tissue matrices [15,17,32]. Our previous findings have shown that *Jagged2*-mediated Notch signaling is required for proper tooth morphology [30].

Our previous studies have shown that *Jagged1* is expressed from the very first stages of odontogenesis in the developing dental epithelium [14]. Loss of *Jagged1* is embryonically lethal due to defects in the embryonic and yolk sac vasculature remodeling [29]. Therefore, to investigate the role of this gene in dental epithelium, we used a tissue-specific deletion strategy (*K14Cre*;*Jagged1^fl/fl^*; GenBank accession number AF171092). We examined the effects of *Jagged1* loss in tooth epithelium and its involvement in tooth crown shape modifications.

## 2. Materials and Methods

### 2.1. Animals

Animal housing and experimentation were performed according to the Swiss Animal Welfare Law and in compliance with the regulations of the Cantonal Veterinary Office, Zurich, Switzerland (licenses: 151/2014, 146/2017, 197/17). The animal facility provided standardized housing conditions, with a mean room temperature of 21 ± 1 °C, relative humidity of 50 ± 5%, and 15 complete changes of filtered air per hour (HEPA H14 filter); air pressure was controlled at 50 Pa. The light/dark cycle in the animal rooms was set to a 12 h/12 h cycle (lights on at 07:00 a.m., lights off at 19:00 p.m.) with artificial light of approximately 40 Lux in the cage. The animals had unrestricted access to sterilized drinking water, and ad libitum access to a pelleted and extruded mouse diet in the food hopper (Kliba No. 3436; Provimi Kliba/Granovit AG, Kaiseraugst, Switzerland). Mice were housed in a barrier-protected specific pathogen-free unit and were kept in groups of max. 5 adult mice per cage in standard IVC cages (Allentown Mouse 500; 194 mm × 181 mm × 398 mm, floor area 500 cm^2^; Allentown, NJ, USA) with autoclaved dust-free poplar bedding (JRS GmbH + Co. KG, Rosenberg, Germany). A standard cardboard house (Ketchum Manufacturing, Brockville, ON, Canada) served as a shelter, and tissue papers were provided as nesting material. Additionally, crinklets (SAFE^®^ crinklets natural, JRS GmbH + Co. KG, Rosenberg, Germany) were provided as enrichment and further nesting material. The specific viral, bacterial and parasitic pathogen-free status of the animals was monitored frequently and confirmed according to FELASA guidelines by a sentinel program [33].

*K14Cre;Jagged1^fl/fl^* conditional knockout mice were generated by crossing *K14:Cre* (MGI: 2445832, Tg(KRT14-Cre)1Amc/J(#004782)) and *Jagged1^flox^* (MGI: 3577993, 129/Sv-Jag1<tm1Frad>) [34] mice. The animals were genotyped using the following primers: Cre Fw, 5′-CTG TTT TGC CGG GTC AGA AA-3′; Cre Rv, 5′-CCG GTA TTG AAA CTC CAG CG-3′; Jag1 Fw, 5′-GCA AGT CTG TCT GCT TTC ATC-3′; Jag1 Rv, 5′-AGG TTG GCC ACC TCT AAA TC-3′. The age of embryos was determined according to the vaginal plug (E0.5) and confirmed by morphological criteria. Animals were killed by cervical dislocation and E18.5 embryos were surgically removed and fixed overnight in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS), pH 7.4. Newborn and adult animals were sacrificed by intracardiac perfusion with 4% PFA. Heads were then post-fixed in 4% PFA overnight at 4 °C, thoroughly rinsed with PBS, and placed in 70% ethanol.

Embryos and newborn animals were washed in PBS, incubated in sucrose 30%, embedded in Tissue Tek^®^ O.C.T.^TM^ (4583, Sakura, Alphen aan den Rijn, The Netherlands) and serially sectioned at 10 µm.

### 2.2. Dental Nomenclature, Imaging, Measurements and Phenotyping

The dental nomenclature used here is specific to murid rodents: M^n^ refers to the n^th^ upper molar, M_n_ to the n^th^ lower molar and Mn to both the n^th^ upper and lower molars. Cusps are respectively symbolized by a c^n^ and c_n_ for each upper and lower molar. Main cusps are numbered from 1 to 9 in upper molars and from 1 to 7 in lower molars from the mesio-lingual edge to the disto-vestibular edge of the tooth. High quality images of one wild-type (WT) mouse skull (D1404) and of two mutant mice skulls (D1437 and M12) were obtained using X-ray synchrotron microtomography at the European Synchrotron Radiation Facility (ESRF, Grenoble, France), beamline BM5, with a monochromatic beam at energy of 20 keV and using a cubic voxel of 7.45 µm. This method has been proven to be very useful for very precise imaging of small elements as teeth [35]. Three-dimensional renderings were then performed using VG Studio Max 2.0 software. Dental morphological variations in location, size and interconnection of cusps were analyzed in the WT and *K14Cre;Jagged1^fl/fl^* mice. Length (L) and width (W) for each molar were extracted at 0.001 mm using the LAS Core software (Leica^®^, 4132 Muttenz, Switzerland). The Student’s *t*-test and Fischer’s F-test was used on each dental measurement (W, L and d1–d5) for WT and *K14Cre;Jagged1^fl/fl^* mice to check mean and variance equality. In order to quantify the shape variations within M^1^ and M_1_ mesial parts, five other distances (d1–d5) were measured using LAS Core.

Overall tooth shapes were investigated by using an outline analysis. By registering the relative size and position of each cusp, this method appears suitable for tooth shape study. Fourier methods, notably Elliptic Fourier Transform (EFT), allow the description of complex outlines approximating them by a sum of trigonometric functions of decreasing wavelength (i.e., harmonics). x and y coordinates of 64 points equally spaced along dental outline were calculated to quantitatively describe the shape of M^1^ and M_1_. We applied EFTs to these data using EFAwin software (version 11794, New York State University at Stony Brook, NY 11794, USA) [36], extracting Fourier coefficients from the original outline, and normalizing these shape variables. This method considers the separate Fourier decomposition of the incremental change in x and y coordinates as a function of the cumulative length along the outline [37]. For EFT, any harmonic n yields four Fourier coefficients: An and Bn for x, and Cn and Dn for y, which all contribute to describe the initial outline. We retained the first nine harmonics for M^1^ and the first five for M_1_, which represent the best compromise between measurement error and information content for these murine molars [38]. However, the four coefficients of the first harmonic (A1–D1) were not included in the subsequent analyses because they were poorly discriminant and constituted background noise after the standardization step (size and orientation) [38,39].

### 2.3. Statistical Analyses

We performed the Student’s *t*-test and Fischer’s F-test on each dental measurement (W, L and D1–5) for WT and *K14Cre;Jagged1^fl/fl^* mice to respectively check mean and variance equality. A principal component analysis (PCA) allowed the evaluating of a possible outline variation between WT and *K14Cre;Jagged1^fl/fl^* mice. Variables were represented by the coefficients of each harmonics previously selected for M^1^ and M_1_ (respectively 32 and 16). A multivariate analysis of variations (MANOVA) allowed the researching of a potential significant difference between WT and *K14Cre;Jagged1^fl/fl^* mice cohorts. This test included the coordinates of first axes of the PCA for which the sum met at least 95% of the total variation. These data were previously rank transformed since they did not fulfill the required parameters (i.e., normality, homoscedasticity of variances) for such statistical tests [40].

### 2.4. RNA Sequencing

#### 2.4.1. Samples Preparation

Lower molars were dissected from n = 4 E18.5 *K14Cre;Jagged1^fl/fl^* embryos and n = 4 WT littermates. Left and right lower first molars from the same animal were pooled. RNA was isolated using the RNeasy Plus Mini Kit (Qiagen AG, 8634 Hombrechtikon, Switzerland) and subsequently purified by ethanol precipitation.

#### 2.4.2. Library Preparation

The quality of the isolated RNA was determined with a Qubit^®^ (1.0) Fluorometer (Life Technologies, South San Francisco, CA 94080, USA) and a Bioanalyzer 2100 (Agilent, Waldbronn, Germany). Only those samples with a 260 nm/280 nm ratio between 1.8–2.1 and a 28S/18S ratio within 1.5–2 were further processed. The TruSeq RNA Sample Prep Kit v2 (Illumina, Inc., San Diego, CA 92122, USA) was used in the succeeding steps. Briefly, total RNA samples (100–1000 ng) were poly A enriched and then reverse transcribed into double-stranded cDNA. The cDNA samples were fragmented, end repaired and polyadenylated before ligation of TruSeq adapters containing the index for multiplexing Fragments containing TruSeq adapters on both ends were selectively enriched with PCR. The quality and quantity of the enriched libraries were validated using Qubit^®^ (1.0) Fluorometer and the Caliper GX LabChip^®^ GX (Caliper Life Sciences Inc, Hanover, MD 21076, USA). The product is a smear with an average fragment size of approximately 260 bp. The libraries were normalized to 10nM in Tris-Cl 10 mM, pH8.5 with 0.1% Tween 20.

#### 2.4.3. Cluster Generation and Sequencing

The TruSeq PE Cluster Kit HS4000 or TruSeq SR Cluster Kit HS4000 (Illumina, Inc., San Diego, CA 92122, USA) was used for cluster generation using 10 pM of pooled normalized libraries on the cBOT. Sequencing was performed on the Illumina HiSeq 4000 single-end 125 bp using the TruSeq SBS Kit HS4000 (Illumina, Inc., San Diego, CA 92122, USA).

#### 2.4.4. Data Analysis

Reads were quality checked with FastQC. Sequencing adapters were removed with Trimmomatic [41] and reads were hard-trimmed by 5 bases at the 3′ end. Successively, reads at least 20 bases long, and with an overall average phred quality score greater than 10 were aligned to the reference genome and transcriptome of Mus Musculus (FASTA and GTF files, respectively, downloaded from Ensembl, GRCm38) with STAR v2.5.1 [42] with default settings for single-end reads.

Distribution of the reads across genomic isoform expression was quantified using the R package GenomicRanges [43] from Bioconductor Version 3.0. Differentially expressed genes were identified using the R package edgeR [44] from Bioconductor Version 3.0. A gene is marked as DE if it possesses the following characteristics: (i) at least 10 counts in at least half of the samples in one group; (ii) p ≤ 0.05; (iii) fold change ≥ 0.5. Finally, gene sets were used to interrogate the GO Biological Processes database for an exploratory functional analysis. Contingency tables were constructed based on the number of significant and non-significant genes in the categories and we reported statistical significance using Fisher’s exact test.

#### 2.4.5. Adapter Sequences

Oligonucleotide sequences used in the study are listed in the Table 1.

### 2.5. RNA Isolation RT-PCR

For RT-PCR analysis, lower molars were dissected from n = 8 E18.5 *K14Cre;Jagged1^fl/fl^* embryos and n = 8 WT littermates. Left and right lower first molars from the same animal were pooled. RNA was isolated using the RNeasy Plus Mini Kit (Qiagen AG, 8634 Hombrechtikon, Switzerland) and subsequently purified by ethanol precipitation. Reverse transcription of the isolated RNA was performed using the iScript™ cDNA Synthesis Kit and according to the instructions given (Bio-Rad Laboratories, 1785 Cressier, Switzerland). Briefly, 1000 ng of RNA were used for reverse transcription into cDNA. Nuclease-free water was added to add up to a total of 15 μL; 4 μL of 5× iScript reaction mix and 1 μL of iScript reverse transcriptase were added per sample in order to obtain a total volume of 20 μL. The reaction mix was then incubated for 5 min at 25 °C, for 30 min at 42 °C and for 5 min at 85 °C using a Biometra TPersonal Thermocycler (Biometra AG, Göttingen, Germany). The 3-step quantitative real-time PCRs were performed using an Eco RT-PCR System (Illumina Inc., San Diego, CA, USA).

The reaction mix was composed of 5 μL of SYBR^®^ Green PCR Master Mix reverse and forward primers (200 nM), and 2 ng of template cDNA. The thermocycling conditions were 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s, 55 °C for 30 s and 60 °C for 1 min. Melt curve analysis was performed at 95 °C for 15 s, 55 °C for 15 s and 95 °C for 15 s. Expression levels were calculated by the comparative ΔCt method (2−ΔCt formula), normalizing to the Ct-value of the *36B4* housekeeping gene.

### 2.6. Immunohistochemistry

Cryosections were air dried for 1 h at room temperature, then washed with PBS to remove excess of Tissue Tek^®^ O.C.T.^TM^. Endogenous peroxidases were inhibited by incubating the sections in a solution composed of 3% H_2_O_2_ in Methanol at −20 °C for 20 min. Specimens were then blocked with PBS supplemented with 2% fetal bovine serum and thereafter incubated with primary antibodies for 1 h at room temperature. The following primary antibodies were used: Rabbit anti-Notch1-ICD (1:50, ab8925, Abcam, Cambridge, UK), Rabbit anti-Hes1 (1:50, 19988, Cell Signaling, Danvers, MA, USA), Rabbit anti-Hes5 (1:50, ab194111, Abcam, Cambridge, UK), Rabbit anti-β-catenin (1:50, 8480S, Cell Signaling, Danvers, MA, USA), Rabbit anti-Ki67 (1:100, ab15580, Abcam, Cambridge, UK), Rabbit anti-Amelogenin (1:100, ab153915, Abcam, Cambridge, UK). For negative controls, primary antibody was omitted. The sections were then incubated with a biotinylated secondary antibody (Vector Vectastain ABC kit PK-4001-1; Vector Laboratories LTD, Peterborough, UK). Sections were then incubated with AEC (3-amino-9-ethylcarbazole; AEC HRP substrate Kit—SK4200; Vector Laboratories LTD, Peterborough, UK) to reveal the staining, counterstained with Toluidine Blue, mounted with Glycergel (C0563, Agilent Technologies, Santa Clara, CA, USA) and imaged with a Leica DM6000 light microscope (Leica Microsystems, Schweiz AG, Heerbrugg, Switzerland).

### 2.7. 3D Morphing of Tooth Geometries and Computation/PREDICTION of human Jagged1-Mutant M^1^

The 3D morphing of all tooth geometries was conducted in ANSA by BETA CAE Systems A.G. (CH-6039 Switzerland) and the methodological approach can be broken down into the following 5 steps.

*Tooth surface generation*. Average tooth morphologies were computed for the M^1^ of WT rodent (based on two characteristic teeth), a mutant one (considering nine *Jagged1*-mutant crown morphologies) and a human M^1^ (resulting from 246 molars). This process facilitated the detection and association of the prevalent features, to compute realistic reference models. Especially for the human molar M^1^, a large existing database was available, which was used as the starting point for calculating the respective average tooth morphology. The data set is based on a set of existing impressions of carious-free and intact tooth surfaces of West European young people within the ages from 16 to 20 years. From the impressions, stone replicas were made, and the clinical visible parts of their surfaces were measured with a 3D-scanning device. The resolution of the measuring process was 50 µm × 50 µm (x,y). All data sets were aligned in position and orientation within the same coordinate system: For this, a representative molar with an appropriate orientation was chosen. All other molars were superimposed with this representative molar by a least-square fitting routine (Match3D) [45,46,47]. This guaranteed that all occlusal features had the same orientation. The pattern of cusps and grooves varies considerably across individuals, even though some morphological properties, such as the overall layout of the main cusps and fissures, are shared by all samples. These common features allow to establish correspondence between the scans z(x,y) with a modified optical flow algorithm in an automated procedure [48]. Based on this correspondence, the *x*, *y*, *z*—coordinates can be averaged and result in a typical representation of the human M^1^, which was used further in this process [45,46].

*Pre-processing.* Prior to applying the morphing algorithms to the teeth, proxy geometries were created, by scaling all teeth (mouse WT and mutant M^1^ and human M^1^) to comparable dimensions. Teeth were then aligned based on characteristic morphological patterns (e.g., tooth cusps and grooves). Mouse and human teeth were positioned by a point-to-point spatial relation of their functional features: the 4 cusps of the human M^1^ (protocone, metacone, paracone, hypocone) were aligned to the 4 distal cusps (c^5^, c^6^, c^8^, c^9^) of the mouse M^1^.

*Creation of a dense 3D correspondence (Features mapping).* The non-uniform triangulated meshes of the *.stl files, were used as bi-linear maps for the morphing algorithm, facilitating the determination of a dense correspondence across both source (WT) and target (mutant) tooth geometry. The mouse mutant M^1^ consisted of 249.797 triangular elements whereas the mouse WT M^1^ and human M^1^ consisted of 252.296 and 51.476, respectively. A correspondence was algorithmically established, by identifying the minimum projected distance between each node of the source mesh to a node or an interpolation of multiple nodes on the target geometry. Source nodes that are not paired with correspondences, are handled as “in-between positions” and placed as simple linear interpolations of the vertex positions in the target mesh. The use of these nodes in the mesh triangulation increases the quality of the morph function, despite not being visible on the target.

To provide a reference plane for the translation matrix, pairs of points were placed on the source and target geometry to identify locations that should be in correspondence. These boundary locations were selected below the functional surfaces of the molars (in proximity to the cervical margin line) to ensure the unobstructed morphing of the molar crown morphology. Areas of interest were isolated based on the statistically significant variations found in mouse WT M^1^ vs. mutant M^1^. The computed transformation matrix was then applied to the 3D data set of the human M^1^, to predict the crown morphology in individuals carrying Jagged1 mutations.

*Construction of the 3D morphs*. Polygonal surface approaches, such as 3D morphing, require mapping of the characteristic topological landmarks (as described above), followed by re-meshing of the morphed surfaces to achieve a realistic convergence. The quality-oriented reconstruction of the source model’s grid produces a robust 3D morph.

*Application of the 3D morphs to human molars.* The transformation vectors required to morph the human healthy M^1^ into a M^1^ in individuals carrying Jagged1 mutations were formulated as an algorithmic matrix. This matrix was then stored as a geometry-independent parameter, reflecting the differences of the crown surface between WT and mutant M^1^. Transferring the deformation map of this parameter to the 3D data set of the human M^1^ (average model) facilitates the computation of the M^1^ crown morphology, which is expected to be representative both in terms of morphology and size of the human mutant M^1^.

## 3. Results

### 3.1. Morphological Modifications in the Crown of K14Cre;Jagged1^fl/fl^ Molars

The teeth of the *K14Cre;Jagged1^fl/fl^* mice exhibited crown morphological differences when compared to the teeth of WT mice, mainly regarding the location and interconnection of the cusps (Figure 1Aa; red arrows).

The most striking variations on the upper molars (i.e., M^1^, M^2^, M^3^) were observed in their first cusp (c^1^ cusp). In the WT mice, the c^1^-c^2^ connection of the M^1^ seen in the side-view was usually achieved by a high V-shaped crest, which contrasts to the frequently observed (in approximately 60% of analyzed samples) low U-shaped profile in M^1^ of the *K14Cre;Jagged1^fl/fl^* mice (Figure 1Aa,b; red lines). This implies that the c^1^-c^2^ connection was weak to absent in the *K14Cre;Jagged1^fl/fl^* mutant mice (Table 2).

This variation was confirmed by height measurements of the c^1^–c^2^ connection (Figure 1B; d1), which were significantly different between the two cohorts. In addition, these measurements revealed that the spacing between c^1^ and c^2^ cusps was significantly greater in the M^1^ of mutant mice (Figure 1B; d2). The c^1^ cusp of the M^1^ had a more linguo-distal position in the majority of the *K14Cre;Jagged1^fl/fl^* mice, and this feature explained its greater spacing from c^2^. On the M^2^ of mutant mice, the vestibular extension of the cusp c^1^ spur was absent in about 60% of specimens (Figure 1Aa; Table 2). The c^1^ cusp of the M^3^ was sometimes reduced and tended to merge with the c^4^ cusp in 30% of the *K14Cre;Jagged1^fl/fl^* specimens (Figure 1Aa; Table 2). The central cusps (c^5^ and c^8^) of the mutant M^1^ and M^2^ had a rather angular or even pointed mesial edge, while this part was always smooth in the molars of WT mice (Figure 1Aa). This latter morphotype occurred in approximately 60% of the upper molars of *K14Cre;Jagged1^fl/fl^* mice (Table 2), but was not always simultaneously present on each cusp. The lower molars (i.e., M_1_, M_2_, M_3_) of the mutant mice showed little variation compared to the upper molars, yet the c_1_ and c_2_ cusps of the mutant M_1_ appeared closer to each other compared to the WT M_1_ (Figure 1Aa). Three measurements revealed significant differences in d3-d5 mean lengths (Table 3) and confirmed that c_1_ and c_2_ cusps tended to partly merge in the M_1_ of mutant mice, while the cusp c_1_ was less protruding.

The first two axes of the PCA on M^1^ outlines were poorly discriminant because WT and *K14Cre;Jagged1^fl/fl^* specimens plotted together, but the third axis was more discriminant although morphospaces partly overlapped (Figure 1Ca). The main dental trend expressed on the third component was the variation of the cusp c^1^ location, according to extreme outlines on the negative and positive sides. This cusp was indeed located in a more distal-lingual position in the extreme outline of the negative side where a majority of *K14Cre;Jagged1^fl/fl^* specimens plots. The results of the principal component analysis (PCA) were also confirmed by a multivariate analysis of variations (MANOVA), pointing out a significant difference in M^1^ outline between WT and *K14Cre;Jagged1^fl/fl^* mice (Table 4).

Contrary to M^1^, the first component of the PCA on M_1_ outlines represented the most discriminant axis, and the second one was more discriminant than the third (Figure 1Ca). Nonetheless, the M_1_ morphospaces overlapped as well. The main difference between WT and *K14Cre;Jagged1^fl/fl^* was linked to the mesial protrusion of the c_1_ cusps, which was less important on extreme outlines from the negative to the positive side of the first component. A significant difference between the two cohorts was also displayed by the MANOVA (Table 4). Mean sizes (L and W) of all molars were significantly lower in *K14Cre;Jagged1^fl/fl^* mice compared to WT specimens (Figure 1Cb; *t*-test), while there was no significant difference concerning the variances (Figure 1Cb; Fischer’s F-test).

### 3.2. Transcriptome Modifications in K14Cre;Jagged1^fl/fl^ Molars

To understand how the epithelial deletion of *Jagged1* modulates the whole dental developmental program we compared the transcriptome of first molars isolated from E18 *K14Cre;Jagged1^fl/fl^* embryos and WT littermates (Figure 2A). 

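RNA from the lower molars of 4 K14Cre;Jagged1fl/fl embryos and 4 WT embryos was sequenced, and the authors deposited, for each embryo, the number of reads counted on each of 43629 Ensembl genes, without normalization. The methods of the paper place the embryos at E18.5 and its results at E18. The sample labels give the genotype of the controls as Jagged1fl/fl, and they are called WT here as in the paper. Left and right molars of an embryo were pooled. The sex of the embryos and which of them shared a litter were not used as factors, because neither source gives them. The authors trimmed the 3′ end of each read, aligned the reads with STAR to GRCm38 and counted them with GenomicRanges. How reads with several matches and the strand were treated is not named in the text of the paper. Between 17327224 and 28613574 reads per embryo were counted on genes in the WT group, with a median of 21048365. In the K14Cre;Jagged1fl/fl group the totals lay between 24692128 and 29792467, with a median of 27108579. At these depths, 3 counts correspond to between 0.0998 and 0.166 CPM (counts scaled to the library size). From there, the 17129 genes with at least 10 counts in at least 2 of the 4 embryos of either group were kept, library sizes were scaled by edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test without covariates. Fold changes are given as K14Cre;Jagged1fl/fl over WT, and each standard error is the absolute log2 fold change divided by the square root of the test's F value. The TMM factor was 0.843 in mutant K14J26 and 0.969 in mutant K14J29, against 1.02 to 1.04 in the other 6 embryos. In K14J26, 9.57% of all counts fell on Amelx, Ambn and Enam, while this share was at most 0.329% in the WT embryos. The counts of embryos of one group differed by more than sampling noise in all 12 pairs, with a chi-square of at least 7.17 per degree of freedom. Separate embryos were set against counting noise alone, so passing it says little. The chi-square per degree of freedom ran from 7.17 to 16.15 in WT pairs and from 31.35 to 298.7 in mutant pairs. The deleted gene, Jag1 (ENSMUSG00000027276, chromosome 2 of GRCm38 from 137081456 to 137116644), had 95.2, 103, 104 and 99.8 CPM in the WT embryos J3, J5, J6 and J7. In the mutants K14J26, K14J28, K14J29 and K14J30 it had 34.0, 38.9, 45.9 and 57.1 CPM. Its log2 fold change was -1.19 (standard error 0.14, adjusted p = 0.00517 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it moved most, to -1.04, with the enamel gene score of each embryo as a covariate, an alternative chosen after the data were seen. Transcripts of Xist reached 1928 CPM in K14J28 and 1467 CPM in K14J29, and at most 1.09 CPM in the other embryos.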

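The edgeR quasi-likelihood test placed 2428 of the 17129 tested genes past the criteria of an unadjusted p of at most 0.05 and an absolute log2 ratio of at least 0.5. Of these, 1426 were higher and 1002 lower in K14Cre;Jagged1fl/fl molars. The median absolute log2 fold change of the 2428 genes was 0.82, and 1562 of them (64.3%) had an absolute log2 fold change under 1. Changes of 2 or more on the log2 scale were seen for 126 higher and 78 lower genes. An unadjusted p of 0.05 corresponded to an adjusted p of 0.143, and 1363 of the 2428 genes had an adjusted p under 0.05. Over all tested genes, regardless of the size of the change, 1631 higher and 1133 lower genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 4 WT and 4 mutant values did not overlap for 1556 of the 2428 genes, and for 4144 (24.2%) of all tested genes, where chance alone gives 2.86%. The criteria themselves moved the count most. Without the fold threshold, 3275 higher and 2696 lower genes passed, and with an absolute log2 ratio of at least 1, 556 higher and 310 lower genes passed. By library size only, without TMM scaling, 1033 higher and 1369 lower genes passed, so the balance of directions depends on the scaling. With each embryo left out in turn, between 1143 and 1645 higher genes and between 760 and 1385 lower genes passed the criteria. The genes with an adjusted p under 0.05 varied more, from 250 to 2479 higher and from 170 to 1845 lower.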

RNA sequencing analysis showed a significant change in the expression of more than 2000 genes upon epithelial deletion of *Jagged1* (Figure 2A,B). These genes encode diverse categories of proteins, including proteins linked to binding, catalytic and transported activities (Figure 2C). 

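By the annotation of GRCm38, 2036 of the 2428 differentially expressed genes (83.9%) are protein coding, against 86.0% of all tested genes. A further 230 (9.47%) are long non-coding RNAs, against 7.39% of the tested genes, and 55 are pseudogenes. Another 33 identifiers are not in the annotation release used here. The molecular function terms behind the categories of Figure 2C were not used here.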

Unbiased Gene Ontology (GO) Enrichment Analysis identified several networks affected by the loss of Jagged1 (Figure 2D).

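Gene Ontology terms were not used here, and the mouse Reactome sets served in their place. The background was the 5097 tested genes found in any set, and 883 sets held between 10 and 500 of them. Among the 404 higher genes in the background, 24 sets were enriched at an adjusted p under 0.05 (one-sided Fisher's exact test with Benjamini-Hochberg adjustment). The set for transmembrane transport of small molecules held 76 of the higher genes where 32.0 were expected (adjusted p = 9.6e-11). Collagen formation held 20 where 5.23 were expected (adjusted p = 2.2e-05), extracellular matrix organization 40 where 17.0 were expected (adjusted p = 2.8e-05), and ion channel transport 26 where 10.3 were expected (adjusted p = 0.000717). Among the 252 lower genes in the background, 2 sets were enriched, striated muscle contraction with 16 genes where 1.33 were expected (adjusted p = 5.7e-12) and muscle contraction with 19 where 2.77 were expected (adjusted p = 2.9e-09). Skeletal muscle transcripts were high in WT embryos J6 and J7 only, with 131 and 52.7 CPM of Acta1 against at most 5.64 CPM in the other 6 embryos; Acta1 was chosen as the example after its values were seen. The count of lower sets depended most on the choice of test: edgeR's camera test on all tested genes placed 108 lower sets at an adjusted p under 0.05. Camera called too readily on these data. For lists of S phase and G2/M genes, 28 and 34 of the 35 splits of the embryos gave a p under 0.05. The 108 sets were not regrouped in this way. Of the 35 ways to split the 8 embryos into 4 and 4, 2 gave as many enriched sets in both directions together, the real one included.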

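The 14 genes shown for the terms with higher expression in Figure 2D, for autophagy, transport and cell cycle arrest, were all higher in K14Cre;Jagged1fl/fl molars, with log2 fold changes between 0.43 and 2.17. All 14 had an unadjusted p of at most 0.05 in edgeR's quasi-likelihood test, 10 also passed the fold threshold, and the values of the groups did not overlap for 11. The 6 autophagy genes Arsb, Cisd2, Epg5, Foxo1, Ulk2 and Sesn2 had a median absolute log2 fold change of 0.53, and Cisd2 and Ulk2 fell short of the fold threshold. The largest rise among them was that of Arsb, with a log2 fold change of 2.17 (standard error 0.60, adjusted p = 0.0408 from edgeR's quasi-likelihood test). With the enamel gene score of each embryo as a covariate, an alternative chosen after the data were seen, it was -0.16 (adjusted p = 0.869, same edgeR test). That is no detectable change. The score was higher in every mutant than in every WT embryo, so this fit separates it from the genotype only in part. Without mutant K14J26 the log2 fold change of Arsb was 1.11. The adjusted p of Arsb was under 0.05 in 3 of the 8 fits that each left out 1 embryo. Among the 5 transport genes, Steap4, Ergic3 and Lyst passed both criteria, while Sort1 and Cope stayed under the fold threshold. The 8 genes shown for terms with lower expression were all lower, with log2 fold changes down to -2.28 for Nanog, which had 16 counts or fewer in every embryo, and 5 of them passed both criteria.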

We found a significant upregulation of genes involved in mineralization, autophagy, ion transport and cell cycle arrest (Figure 2D), which are critical processes for enamel and dentin formation [49,50]. 

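The enamel genes lie on 4 chromosomes of GRCm38: Ambn on chromosome 5 from 88455991 to 88468531, Enam on chromosome 5 from 88487975 to 88506049, Mmp20 on chromosome 9 from 7628231 to 7674979, Klk4 on chromosome 7 from 43881160 to 43885804, and Amelx on chromosome X from 169176114 to 169187200. Amelx sits within Arhgap6, which runs on the opposite strand and had 5.23 CPM on average. Expression of Amelx was 1170 ± 949 CPM (SD, n = 4) in WT and 21060 ± 26820 CPM (SD, n = 4) in K14Cre;Jagged1fl/fl molars, a log2 fold change of 4.17 (standard error 1.04, adjusted p = 0.0299 from edgeR's quasi-likelihood test). Ambn rose from 236 ± 133 to 9419 ± 14860 CPM (SD, n = 4 each), a log2 fold change of 5.32 (standard error 1.29, adjusted p = 0.0279 from the same edgeR test). The rise of Enam was from 154 ± 152 to 7497 ± 9617 CPM, a log2 fold change of 5.61 (standard error 1.29, adjusted p = 0.0244). For Mmp20 the values were 36.5 ± 25.6 and 331 ± 298 CPM, a log2 fold change of 3.19 (standard error 0.76, adjusted p = 0.0263). Klk4 was near the detection limit in most embryos, with 0.488 ± 0.234 and 5.63 ± 7.99 CPM, and its log2 fold change of 3.52 (standard error 1.08) had an adjusted p of 0.0533. For the first 4 of these genes every mutant value was above every WT value, and for Klk4 the values overlapped. With mutant K14J26 left out, the log2 fold change was 2.75 for Amelx, 3.12 for Ambn, 4.22 for Enam, 2.42 for Mmp20 and 1.81 for Klk4. The adjusted p of Amelx ranged from 0.0102 to 0.0850 across the 8 fits that each left out 1 embryo, and was under 0.05 in 4 of them. The changes of Ambn and Klk4 reversed their sign when the enamel gene score, which these 5 genes make up, was a covariate.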

Several genes encoding for proteins necessary for enamel formation, such as Amelx, Ambn, Enam, Mmp20, and Klk4 were upregulated in *K14Cre;Jagged1^fl/fl^* molars (Figure 2E). However, these results varied between the *K14Cre;Jagged1^fl/fl^* molars (Figure 2F). In addition, the expression of mesenchymal genes was also affected in *K14Cre;Jagged1^fl/fl^* molars. 

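Amelx was at 60580 CPM in mutant K14J26, 14510 in K14J29, 6668 in K14J30 and 2465 in K14J28, against 364 to 2407 CPM in the WT embryos. The mean log2(CPM) of Amelx, Ambn, Enam, Mmp20 and Klk4, taken as a score per embryo, was 5.63 ± 1.05 (SD, n = 4) in WT and 9.17 ± 2.10 (SD, n = 4) in mutant molars. The difference between the means was 3.54 (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 embryos against 4 allow). The paper named these 5 genes as higher on the same data, so this p is not an independent test of their rise. The mutants scored 11.78 (K14J26), 9.79 (K14J29), 8.17 (K14J30) and 6.94 (K14J28), and the last lay only just above the highest WT embryo, J6, at 6.87. The mean absolute deviation from the group median was 1.61 in the mutants and 0.874 in WT, and this difference in spread was not larger than regrouping gave (exact permutation test, two-sided, p = 0.171). Without K14J26 the difference in spread fell to 0.08. In a group of 3 the middle embryo has no deviation from the median, which lowers this measure. Leaving out a WT embryo accordingly raised the difference to between 0.89 and 1.15. The value of 0.08 thus does not show that K14J26 alone makes the mutant spread.

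**Figure D1:**
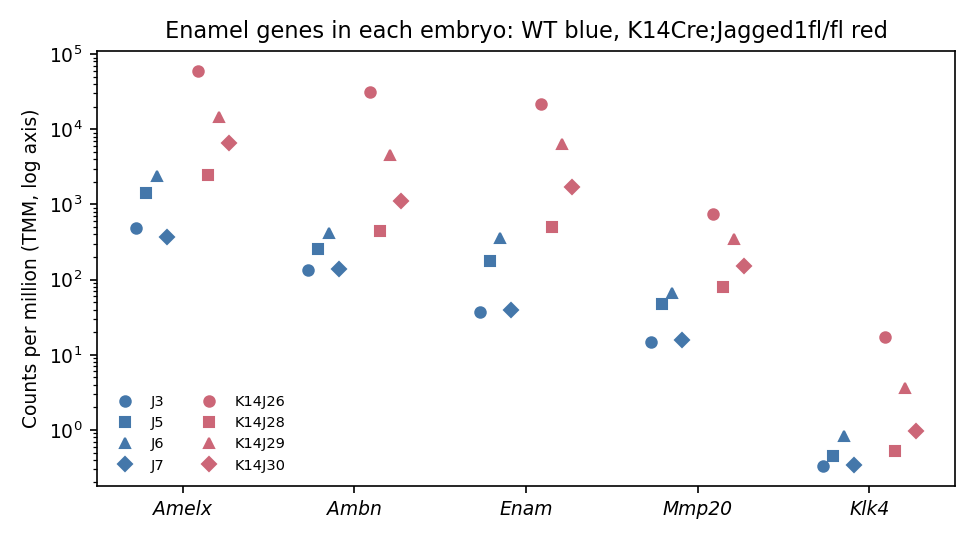
CPM (TMM-normalized, log axis) of the 5 enamel genes, with a symbol for each of the 4 WT (blue) and 4 K14Cre;Jagged1fl/fl embryos (red). Mutant K14J26 has the highest value of every gene, and K14J28 lies nearest to the WT embryos.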

For example, genes associated with odontoblast differentiation such as *Dspp* and *Dmp1* were upregulated, while *Pax9*, *Barx1*, *Dlx1* and *Dlx2* were significantly downregulated in the mutant molars (Figure 2D,F). Furthermore, we showed that genes encoding for molecules of the Wnt and FGF signaling pathways were affected (Figure 2E,F). 

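Dspp (chromosome 5 of GRCm38 from 104170712 to 104180127) had 793 ± 502 CPM (SD, n = 4) in WT and 3921 ± 2133 CPM (SD, n = 4) in mutant molars, a log2 fold change of 2.31 (standard error 0.54, adjusted p = 0.0247 from edgeR's quasi-likelihood test). Dmp1 (chromosome 5 from 104202613 to 104214102) had 200 ± 75.8 and 302 ± 96.5 CPM, a log2 fold change of 0.59 (standard error 0.30) with an adjusted p of 0.193 from the same edgeR test. The Dmp1 values of the groups overlapped (exact permutation test, two-sided, p = 0.171, n = 4 per group). Among the lower genes, Pax9 (chromosome 12 from 56691767 to 56712822) fell from 27.2 ± 5.91 to 15.4 ± 2.44 CPM (log2 fold change -0.82, standard error 0.17, adjusted p = 0.0175). Barx1 (chromosome 13 from 48662998 to 48666507) fell from 69.5 ± 3.31 to 46.2 ± 6.96 CPM (log2 fold change -0.59, standard error 0.10, adjusted p = 0.0130). The neighbouring genes Dlx1 and Dlx2 on chromosome 2 (from 71528113 to 71533981 and from 71543408 to 71546754) had log2 fold changes of -0.82 (standard error 0.09, adjusted p = 0.00485) and -0.53 (standard error 0.07, adjusted p = 0.00717). Dlx1 is overlapped by the antisense gene Dlx1as, whose log2 fold change was -1.28, and how their reads were told apart by strand is not known. Pax9 overlaps Slc25a21 on the opposite strand, which had 0.776 CPM on average. In each of these 4 genes, all mutant values were below all WT values. The adjusted p of Dlx1 and Dlx2 was under 0.05 in all 8 fits that left out 1 embryo, that of Barx1 in 7 and that of Pax9 in 5. Xist was high only in mutants K14J28 and K14J29, so with it as a covariate the genotype effect rests mainly on K14J26 and K14J30. With the Xist level as a covariate, Barx1 and Dlx2 fell under the fold threshold, at -0.39 and -0.46. Barx1 also did with a GC content and length correction (-0.46), and Dlx2 without K14J29 (-0.48). The adjusted p of Pax9 was 0.285 with the enamel gene score and 0.0761 with a skeletal muscle score as a covariate. Both covariates and the GC correction were chosen after the data were seen.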

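Of the 23 Wnt pathway genes that the paper names or shows with a direction, 22 were tested and all 22 went in the direction given, with an unadjusted p of at most 0.05. The fold threshold was also passed by 11 of them, and 15 had an adjusted p under 0.05 over all tested genes (edgeR's quasi-likelihood test), against 22 when the adjustment covered this list alone. Because the list holds genes the paper called on the same data, the latter count shows no stability. Tcf15, with 9 counts or fewer in every embryo, did not enter the test. Of the 14 genes shown with a direction for the FGF pathway and its neighbours in Figure 3, 12 were tested and all 12 went in the direction given. Among these, 10 passed both criteria, 7 had an adjusted p under 0.05 over all tested genes and 11 over this list alone. Fgf15 and Fgf23 had too few counts to be tested, with at most 12 counts in any WT and 2 in any mutant embryo.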

Concerning the Wnt pathway, we observed major downregulation of genes encoding Wnt11, Wnt10b, Wnt9b ligands, Frizzled receptors and Tcf transcription factors (Figure 2C–E), while the genes encoding Wnt3a, Wnt6, Wnt7a and Wnt10a ligands, as well as Apc were upregulated (Figure 2E). 

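Wnt9b was barely detected, with 5 to 19 counts in the WT and 0 to 5 counts in the mutant embryos. Its log2 fold change was -1.99 (standard error 0.58, adjusted p = 0.0466 from edgeR's quasi-likelihood test). The adjusted p of Wnt9b was under 0.05 in 2 of the 8 fits that each left out 1 embryo. Wnt10b had a log2 fold change of -1.26 (standard error 0.40, adjusted p = 0.0605), and its values overlapped between the groups. The fall of Wnt11 was smaller than the fold threshold, with a log2 fold change of -0.29 (standard error 0.08, adjusted p = 0.0377). Among the higher ligands, Wnt10a had a log2 fold change of 0.97 (adjusted p = 0.0489), Wnt6 of 0.77 (adjusted p = 0.0849), Wnt3a of 0.55 (adjusted p = 0.0516) and Wnt7a of 0.55 (adjusted p = 0.0604). The adjusted p of Wnt10a was under 0.05 in 1 of the 8 fits that each left out 1 embryo. The values of Wnt10a, Wnt6 and Wnt7a overlapped between the groups, and those of Wnt3a did not. With mutant K14J26 left out, these 4 rises shrank to 0.64, 0.45, 0.35 and 0.37 on the log2 scale. All 4 changed sign with the enamel gene score as a covariate, chosen after the data were seen. None of the reversed changes had an adjusted p under 0.05, and the smallest was 0.186 for Wnt6, at -0.31 (edgeR's quasi-likelihood test). The score was at most 6.87 in WT and at least 6.94 in the mutants. It thus runs with the genotype, and this fit separates them only in part. Apc had a log2 fold change of 0.49 (standard error 0.12, adjusted p = 0.0293), just under the threshold. Of the 5 Frizzled genes shown in Figure 2F, Fzd1 passed both criteria (log2 fold change -0.65, adjusted p = 0.00885). Fzd10, Fzd2 and Fzd7 were lower by less than the threshold (-0.41, -0.37 and -0.22), and Fzd6 was higher (0.49). The 6 tested genes with Tcf or Lef symbols, which the paper shows with the Wnt pathway, were all lower with an adjusted p under 0.05. Lef1 (-0.95) and Tcf7 (-0.75), which an antisense gene overlaps, led them. Tcf3 and Tcf4 were matched by current symbol and are other genes than Tcf7l1 and Tcf7l2, which also went by these names. A shared Tcf symbol alone does not show that a gene acts in the Wnt pathway. Tcf7l1, Tcf12, Tcf3 and Tcf4 had log2 fold changes of -0.37, -0.34, -0.31 and -0.27.

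**Figure D2:**
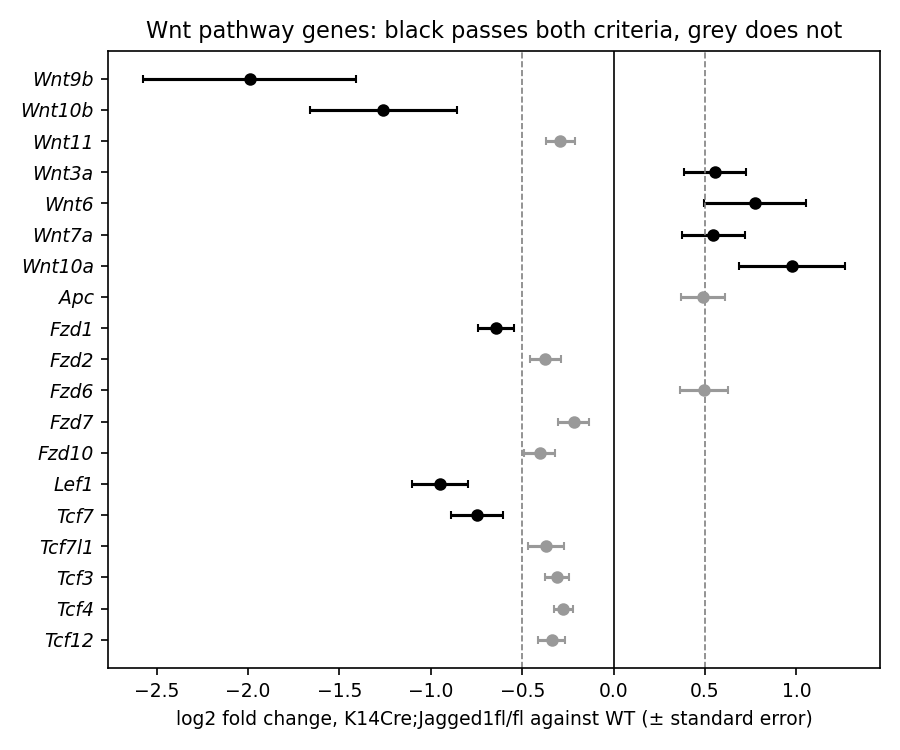
Log2 fold change with its standard error from edgeR's quasi-likelihood test for 19 genes that the paper places in the Wnt pathway. Values are from 4 K14Cre;Jagged1fl/fl and 4 WT embryos, with dashed lines at the fold threshold of 0.5 in either direction. Genes in black pass both criteria; most Frizzled and Tcf genes lie between the dashed lines.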

Regarding the FGF pathway, *Spry1*, *Spry2* and *Spry4* were significantly downregulated (Figure 2E,F and Figure 3).

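Spry2 (chromosome 14 of GRCm38 from 105891947 to 105896819) had a log2 fold change of -1.02 (standard error 0.14, adjusted p = 0.00695 from edgeR's quasi-likelihood test). Spry4 (chromosome 18 from 38586247 to 38601415) had one of -0.95 (standard error 0.26, adjusted p = 0.0412) and Spry1 (chromosome 3 from 37639947 to 37644598) one of -0.79 (standard error 0.16, adjusted p = 0.0174). All mutant values were below all WT values for each of the 3 genes. In the 8 fits that each left out 1 embryo, Spry2 kept an adjusted p under 0.05 in every fit, Spry1 in 5 and Spry4 in 2. The ligands Fgf9 and Fgf3 had log2 fold changes of -1.66 and -1.28 (adjusted p = 0.0282 and 0.0351). Fgfr4 was low throughout, with 3 to 12 counts in the mutant and 15 to 25 counts in the WT embryos, a log2 fold change of -1.98 (adjusted p = 0.0182). Fgf4 had at most 25 counts in WT, none in WT embryo J6, and 3 counts or fewer in 3 of the 4 mutants (adjusted p = 0.0637). With the enamel gene score as a covariate, chosen after the data were seen, its log2 fold change was 0.48 (adjusted p = 0.843, same edgeR test).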

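Jag1 expression was 101 ± 4.12 CPM (SD, n = 4) in WT and 44.0 ± 10.0 CPM (SD, n = 4) in K14Cre;Jagged1fl/fl molars, and all mutant values were below all WT values (exact permutation test, two-sided, p = 0.0286). These counts come from the dissected molar and do not separate epithelium from mesenchyme. Lfng (chromosome 5 of GRCm38 from 140607320 to 140615545) fell from 86.4 ± 5.44 to 41.0 ± 6.96 CPM, a log2 fold change of -1.08 (standard error 0.12, adjusted p = 0.00485 from edgeR's quasi-likelihood test). Hes5 (chromosome 4 from 154960923 to 154962371) had 11 or 12 counts in each WT embryo and 1 or 2 counts in each mutant, at least 3.61-fold lower when set against the detection floor of 3 counts (adjusted p = 0.00557). Hes6 (28.4 ± 1.86 against 20.2 ± 1.21 CPM) and Maml2 (43.5 ± 2.62 against 33.3 ± 3.93 CPM) were lower without overlap, with log2 fold changes of -0.49 and -0.39 that stayed under the fold threshold (adjusted p = 0.00977 and 0.0273). Hey1 rose from 83.9 ± 9.99 to 105 ± 17.7 CPM, a log2 fold change of 0.33 (standard error 0.13, adjusted p = 0.103). Dll4 rose from 7.57 ± 1.19 to 11.0 ± 3.72 CPM, a log2 fold change of 0.53 (standard error 0.23, adjusted p = 0.140). The values of both genes overlapped between the groups (exact permutation tests, two-sided, p = 0.0857 for Hey1 and 0.143 for Dll4). With the enamel gene score as a covariate, chosen after the data were seen, the log2 fold change of Dll4 was -0.12 (adjusted p = 0.846 from edgeR's quasi-likelihood test). Jag1, Lfng, Hes5 and Hes6 had an adjusted p under 0.05 in all 8 fits that left out 1 embryo, Maml2 in 4, and Hey1 and Dll4 in none.

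**Figure D3:**
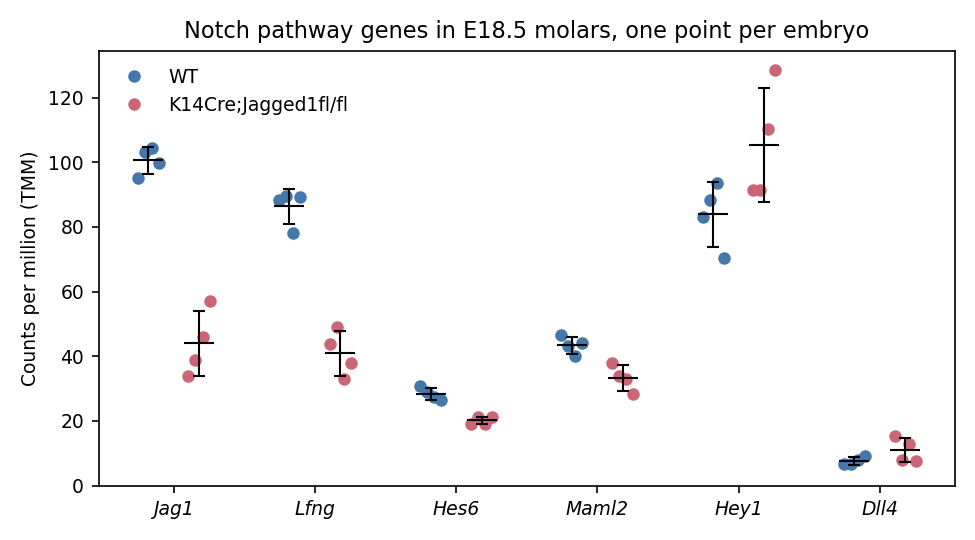
CPM (TMM-normalized) of 6 Notch pathway genes, with a point per embryo (4 WT in blue, 4 K14Cre;Jagged1fl/fl in red), and black bars for the mean and SD. The WT and mutant points are apart for Jag1, Lfng, Hes6 and Maml2 and overlap for Hey1 and Dll4.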

Notch pathway members, such as *Jagged1*, *Hes5*, *Hes6*, *Lfng* and *Maml2* were downregulated, while others, such as *Hey1* and *Dll4* were upregulated (Figure 2D,E and Figure 3). Apart from the upregulation of several cell cycle arrest-related genes, no significant alterations were observed in specific networks linked to cell proliferation events (Figure 2Da).

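Of the genes shown for cell cycle arrest in Figure 2D, Ern1 had a log2 fold change of 1.74 (standard error 0.49, adjusted p = 0.0413 from edgeR's quasi-likelihood test). Ak1 had one of 1.32 (standard error 0.25, adjusted p = 0.0151) and Rb1 one of 0.82 (standard error 0.21, adjusted p = 0.0323). Without mutant K14J26 the log2 fold changes of Ern1, Ak1 and Rb1 were 0.97, 1.05 and 0.59. Their adjusted p was under 0.05 in 3, 5 and 3 of the 8 fits that each left out 1 embryo. Rb1 overlaps Lpar6 and Rcbtb2 on the opposite strand, which had 34.8 and 78.6 CPM on average and log2 fold changes of -0.43 and -0.20. Proliferation was summarised per embryo as the mean log2(CPM) of 43 S phase and 54 G2/M phase genes, from lists used to score the cell cycle in single cells. The S phase score was 5.60 ± 0.09 (SD, n = 4) in WT and 5.05 ± 0.56 (SD, n = 4) in mutant molars, a difference of -0.54 that regrouping also gave (exact permutation test, two-sided, p = 0.0857). The G2/M score was 6.36 ± 0.11 in WT and 5.93 ± 0.64 in mutants, a difference of -0.43 (exact permutation test, two-sided, n = 4 per group, p = 0.229). In mutant K14J26 the S phase score was 4.33, while K14J28, at 5.62, lay among the WT embryos. Gene by gene, 42 of the 43 S phase genes and 51 of the 54 G2/M genes were lower, and 11 S phase and 2 G2/M genes passed both criteria. The camera test gave p = 4.9e-09 for the S phase and 1.6e-06 for the G2/M genes, but in an exact enumeration of the 35 splits of the 8 embryos into 4 and 4, 16 and 26 gave a p as small. Ccnd1 had a log2 fold change of -0.59 (adjusted p = 0.0751) and Pcna of -0.46 (adjusted p = 0.122). For Mki67 it was -0.27 (adjusted p = 0.530) and for Top2a -0.36 (adjusted p = 0.411). Ern1 and these 4 proliferation genes changed sign with the enamel gene score as a covariate, chosen after the data were seen. None of these reversed values had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The score runs with the genotype, so this fit separates them only in part.

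**Figure D4:**
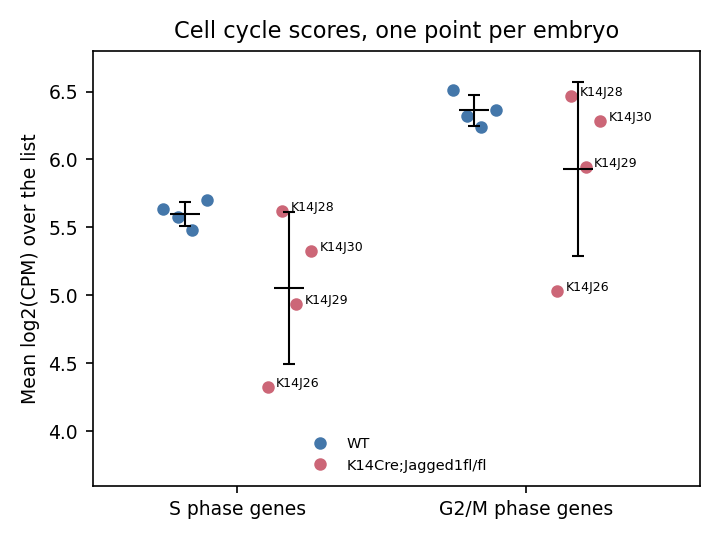
Mean log2(CPM) over the S phase and the G2/M phase genes, with a point per embryo (4 WT in blue, 4 K14Cre;Jagged1fl/fl in red), and black bars for the mean and SD. The mutants spread from 4.33 to 5.62 for S phase genes, and the highest of them lies within the WT range.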

### 3.3. The Expression Patterns of Genes and Proteins Is Affected in K14Cre;Jagged1^fl/fl^ Molars

To validate the above results and analyze whether the site of expression of different genes and proteins was affected by *Jagged1* epithelial deletion, we performed real-time PCR (RT-PCR) analysis, in situ hybridization, and immunohistochemistry on cryosections of E18 *K14Cre;Jagged1^fl/fl^* mouse embryos (Figure 4).

RT-PCR analysis confirmed *Jag1* downregulation as well as *Notch1*, *Notch2* and *Hes5* downregulation in *K14Cre;Jagged1^fl/fl^* molars (Figure 4A). We further demonstrated overexpression of ameloblast (e.g., *Amelx* and *Ambn*) and odontoblast (e.g., *Dspp* and *Dmp1*) differentiation markers in *K14Cre;Jagged1^fl/fl^* molars (Figure 4A). RT-PCR also confirmed alterations in the expression of genes coding for components of the Wnt signaling pathway, namely the upregulation of *Wnt10a* and *Apc*, and downregulation of *Lef1*, *Tcf3* and *Fzd2* (Figure 4A).

In situ hybridization analysis in E18 WT molars showed intense *Jagged1* expression in cells of the inner dental epithelium, which was drastically reduced in this cell layer in E18 mutant molars (Figure 4B). Although strong *Notch1* expression *was observed* in all cells of the stratum intermedium in WT molars, its expression was downregulated in cells located at the cusp territories of *K14Cre;Jagged1^fl/fl^* molars (Figure 4B). Similarly, *Notch2* expression was downregulated in cells of the outer enamel epithelium and stellate reticulum of E18 *mutant* molars, when compared to the gene expression in WT molars (Figure 4B). The expression of *Jagged2* in inner dental epithelial cells was comparable between the mutant and WT molars (Figure 4B), thus suggesting a *Jagged2* compensation for the loss of *Jagged1* that explains the mild morphological changes observed in the mutant molars.

Immunohistochemistry confirmed the deregulation of the Notch signaling pathway in the dental epithelium of *K14Cre;Jagged1^fl/fl^* molars. Labeling against the active form of Notch1 (i.e., Notch1 intracellular domain) showed its distribution in cells of the stratum intermedium of E18 WT molars, contrasting the lack of immunostaining in mutant molars (Figure 4C). Similarly, although a strong Hes1 staining was observed in the stratum intermedium of WT molars, in the cusps of the mutant molars the staining was not obvious (Figure 4C). Hes5 staining was mainly detected in inner dental epithelium (preameloblasts), stellate reticulum and odontoblasts of the E18 WT molars (Figure 4C). Comparison of Hes5 immunoreactivities between WT and mutant molars indicated a slight reduction in the staining in the inner dental epithelium and odontoblasts in the cusp areas (Figure 4C). Amelogenin was distributed in preameloblasts located at the cusps of the WT molars, as well as in parts of the dental pulp (Figure 4C). A similar pattern for Amelogenin was observed in the *K14Cre;Jagged1^fl/fl^* molars, although the staining appeared more expanded when compared to that of WT teeth (Figure 4C). Staining with the proliferation marker Ki67 showed mitotic activity in few cells of the stratum intermedium located in the cusps of the WT molars (Figure 4C). In mutant teeth, increased Ki67 immunoreactivity was observed in cells of the stratum intermedium and some preameloblasts (Figure 4C).

### 3.4. A Computation Mathematical Three-Dimensional (3D) Model Predicting the Shape of Human Molars upon Jagged1 Mutation

The understanding of the molecular bases underlying fine variations in mouse dental morphology can help us to unravel the common factors that shaped teeth throughout evolution. Therefore, we investigated how the deregulation of Jagged1 function would affect the morphology of human molars. The statistically significant variations between WT and mutant rodent teeth can be mathematically applied to the human teeth, thus allowing to predict the crown morphology in humans carrying Jagged1 mutations. For building this model, we opted for M^1^ where the most accentuated modifications were observed in the mutant mice. A polygonal surface technique (3D direct morphing, using ANSA by BETA CAE Systems S.A.) was applied to compute a translation matrix. The transformation vectors of the translation matrix contain all the important information that would allow approximation of the WT M^1^ crown morphology to the *K14Cre;Jagged1^fl/fl^* one (Figure 4Aa,b), while providing an overview of the required node displacements (Figure 5Ac). These node displacements can be described by transformation vectors (Figure 5Ad), which can be transferred to the human M^1^. Consequently, we superimposed WT mouse M^1^ and human M^1^ morphologies (Figure 5B). Despite the fact that significant variations in mouse M^1^ also exist in its mesial part that is not comparable to the human M^1^, an analogue was drawn to the remaining variations in the distal part (containing the c^5^, c^6^, c^8^ and c^9^) of the mouse M^1^. The transformation matrix of each of these four cusps in the mouse M^1^ was applied to the 3D data set of the average human M^1^ (Figure 5C), to predict tooth morphology in individuals carrying Jagged1 mutations (Figure 5Cb,Da–d). The most significant morphological alterations were observed in the occlusal surface of M^1^, with a mesial-lingual/palatal shift of the hypocone and a mesial displacement of the metacone (arrows in Figure 5Cb,Da,b). The morphologies of the protocone and paracone were only marginally affected by the mutation. The distal ridge of the mutant M^1^ is predicted to have a notable deeper and narrower profile (Figure 5Dd) when compared to a typical M^1^ morphology (Figure 5Dc). The distal-lingual/palatal groove was also computed as slightly widened in its mesial part (Figure 5Db), while no significant changes were observed in the vestibular surface of the mutant M^1^.

## 4. Discussion

The characteristics of the *K14Cre;Jagged1^fl/fl^* mouse molars provide relevant information in terms of tooth crown microevolution in rodents. The evolution of the rodent dentition is well understood from an abundant and intensively studied fossil record [1,2,8,51]. The transition from ancestral to descendant species within most evolutionary lineages usually involves minor modifications of tooth shapes. The subtle changes in the interconnections between cusps, their varying frequency and the overlapping tooth size range are reminiscent of cases of dental variations among muroid rodents. Pleistocene and Holocene species of field mice (*Apodemus*) have been shown to possess upper and lower first molars with variable interconnections between their first and second cusps, and these variations occur both at intraspecific and close interspecific levels [52]. Variations in the interrelationships between mesial cusps of the first upper and lower molars have also been described in different Miocene species of *Democricetodon* [53] and *Megacricetodon* [54]. Similar cases of interspecific overall morphological similarities of first molars are also described in early murids, such as *Progonomys* species, showing only subtle differences [55]. In most of these examples, the tooth size range remains nearly identical.

The loss of *Jagged1* function in dental epithelium can thus cause morphological changes in the same cusps that are modified during murid evolution. Consequently, an alteration in *Jagged1* expression might be responsible for subtle tooth crown modifications that underlie processes of dental phenotype adaptation during population splitting or even speciation events over evolution. Tooth morphogenesis requires the orchestrated activity of several molecular networks, and the Notch pathway plays a pivotal role in this process, acting as a hub regulator of main signaling pathways [56]. *Jagged1* epithelial loss induces important modifications of numerous genes that are involved in an important and diverse number of signaling pathways. Loss of *Jagged1* in mice did not result in dramatic changes in the activity of these signaling networks, but rather fine and discrete modulations, which still significantly impacted crown morphology. This indicates that Jagged1 fine tunes a sensitive balance between various gene networks whose interactions govern organogenesis. 

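Over the 42 tested genes of the Wnt, FGF and Notch lists of Figures 2F and 3, the median absolute log2 fold change was 0.62. The changes ranged from -3.47 (Fgf4, which had few counts) to 0.97 (Wnt10a). Of these 42 genes, 26 passed both criteria, and 28 had no overlap between the 4 WT and the 4 mutant values.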

Disturbance of this genetic equilibrium might ultimately lead to the generation of subtle morphological modifications in most tissues and organs.

The perturbed expression levels of Wnt signaling molecules are expected due to the well-known genetic interaction with the Notch signaling pathway [57,58,59]. The Wnt signaling is a powerful morphogen [60] involved in the establishment of planar cell polarity (PCP) that plays a crucial role in tissue patterning during all developmental stages [61]. It has been already shown that Wnt signaling is fundamental for tooth development since mutations in this pathway are associated with dental anomalies [62,63,64,65,66,67]. Significant alterations in the Wnt signaling pathway in the dental epithelium of Jagged1 mutants suggest that tooth crown morphological changes are mostly due to PCP dysfunction. This hypothesis is further reinforced by the deregulation of genes that are crucial for the establishment of PCP, such as *Vangl2* and *Celsr1* [61], as well as by the altered expression patterns of *Notch1* and *Notch2* in mutant teeth. 

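Vangl2 (chromosome 1 of GRCm38 from 172000960 to 172028444) was at 214 ± 27.6 CPM (SD, n = 4) in WT and 338 ± 79.9 CPM (SD, n = 4) in mutant molars, a log2 fold change of 0.66 (standard error 0.16, adjusted p = 0.0282 from edgeR's quasi-likelihood test). Celsr1 (chromosome 15 from 85898929 to 86033777) was at 261 ± 30.6 and 482 ± 204 CPM, a log2 fold change of 0.88 (standard error 0.25, adjusted p = 0.0411). Both genes were higher in every mutant than in every WT embryo. Their adjusted p was under 0.05 in 4 of the 8 fits that left out 1 embryo for Vangl2 and in 2 for Celsr1, and with the mutant K14J26 left out the log2 fold changes were 0.50 and 0.56.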

Misexpression of the Notch receptors and ligands in dental epithelium, in combination with the deregulation of various Notch downstream effectors, will also affect the fate of dental epithelial cells [18]. *Jagged1* mutation in dental epithelium also induces downregulation of the FGF inhibitors *Spry1, Spry2* and *Spry4*, which are important genes affecting tooth number [68] and enamel formation [69].

No substantial changes occurred in genes related to cell proliferation, despite the known correlation between Notch signaling and cell proliferation [70]. However, the upregulation of genes associated with cell cycle arrest, together with the upregulation of genes involved in ameloblast (e.g., *Amelx*, *Ambn, Enam, Mmp20, and Klk4*) and odontoblast (e.g., *Dspp* and *Dmp1*) differentiation, indicates premature cytodifferentiation events in mutant molars. 

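Scores over 10 genes of ameloblasts and 10 of odontoblasts, 2 of 12 lists of cell type markers and sex-linked genes, were computed per embryo as the mean of log2(CPM + 0.1). The ameloblast score lay between 3.64 and 4.68 in the WT embryos and was 5.10 in mutant K14J28, 5.63 in K14J30, 6.76 in K14J29 and 8.33 in K14J26. The odontoblast score lay between 6.85 and 7.32 in WT, and was 7.59, 7.80, 8.25 and 8.38 in the same order of mutants. Every mutant was above every WT embryo in both scores (exact permutation tests, two-sided, p = 0.0286 for each, n = 4 per group, 0.114 after Benjamini-Hochberg adjustment over the 12 lists). The score of 10 bone genes, which shares genes with the odontoblast list, was also higher in every mutant. The WT embryos also differed from each other, with J5 and J6 above J3 and J7 in both scores. From the rise of the genes for cell cycle arrest and for ameloblast and odontoblast differentiation, the paper reads premature cytodifferentiation in the mutant molars.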

As a consequence, the accelerated deposition of enamel and dentin by the ameloblasts and odontoblasts, respectively, will prematurely stabilize tooth crown shape in the mutants. Advanced cytodifferentiation in mutant molars could thus lead to the observed reduced size and subtle morphological alterations of their crown. Such dental morphology does not resemble any particular murid rodent or any specific dental pattern that can be found in the evolution of Muridae. This is different from changes observed upon *Fgf3* deregulation in mice that greatly affected tooth morphology [6]. Therefore, the present results should be evaluated from a microevolutionary perspective rather than from a macroevolutionary viewpoint. Indeed, the trends observed here for some characters (e.g., first and second cusp connection, first and second cusp complex), their variable frequency and the overlapping of both size range and shape reminds us of cases of wild sibling species of Muroidea [71,72]. It was shown that two extant field mice (i.e., *Apodemus sylvaticus* and *Apodemus flavicollis*) share dental morphologies and nearly the same size ranges [71]. Moreover, the extinct “hamster-like” species, *Eucricetodon asiaticus* and *Eucricetodon jilantaiensis*, from the Oligocene of Ulantatal (Inner Mongolia, China), displayed some overall shape variations even closer to the *K14Cre;Jagged1^fl/fl^* and WT case. The size range of these species is indeed nearly identical, they share intermediary dental morphotypes, their global shapes overlap and their main size distinction relies on mean L/W ratio [72]. Consequently, the modulation of Jagged1-mediated signaling could be the driving force for minor dental modifications that contribute to speciation phenomena, despite the reported negative effect of a haploinsufficiency of this gene in some organs [26,34,73,74].

The extent to which genetic changes contribute to morphological variations in human dentition remains a fundamental question in evolutionary biology. Despite the obvious differences between mouse and human molars (in cusp number, size and interconnections as well as in relative dental proportions), different studies have indicated some possible equivalences [75]. The creation of a model, based on mammalian evolution of common ancestral origin [76] and using computing 3D metamorphosis techniques [77], predicted meaningful morphological changes in the crown of molars in humans carrying *Jagged1* mutations.

## 5. Conclusions

In conclusion, our results suggest that the systematic effect of *Jagged1* deletion provides a basis for dental variations in evolution. Mutation morphologically similar to *Jagged1* deletion sheds a completely new light on the mechanisms of development, which could reconcile microevolutionary and macroevolutionary processes.

## 6. Limitations of the Study

Here, we have demonstrated that the deletion of *Jagged1* from the dental epithelium results in changes to the morphology of the tooth crown, and we suggest the involvement of the Notch signaling pathway in subtle evolutionary tooth shape changes. Although this is a simple, plausible hypothesis, our data do not provide direct evidence of this event. We also propose that these shape modifications are due to the modulation of significant morphogenetic networks that are affected upon *Jagged1* deletion. However, it is challenging to analyze separately and in detail the cascade of the molecular events leading to tooth morphological modifications. Finally, we predicted tooth shape alterations in individual *Jagged1* mutations, using a computing mathematical model. Nevertheless, morphological variations in the teeth of humans carrying *Jagged1* mutations remain to be demonstrated.

## Figures and Tables

**Figure 1:**
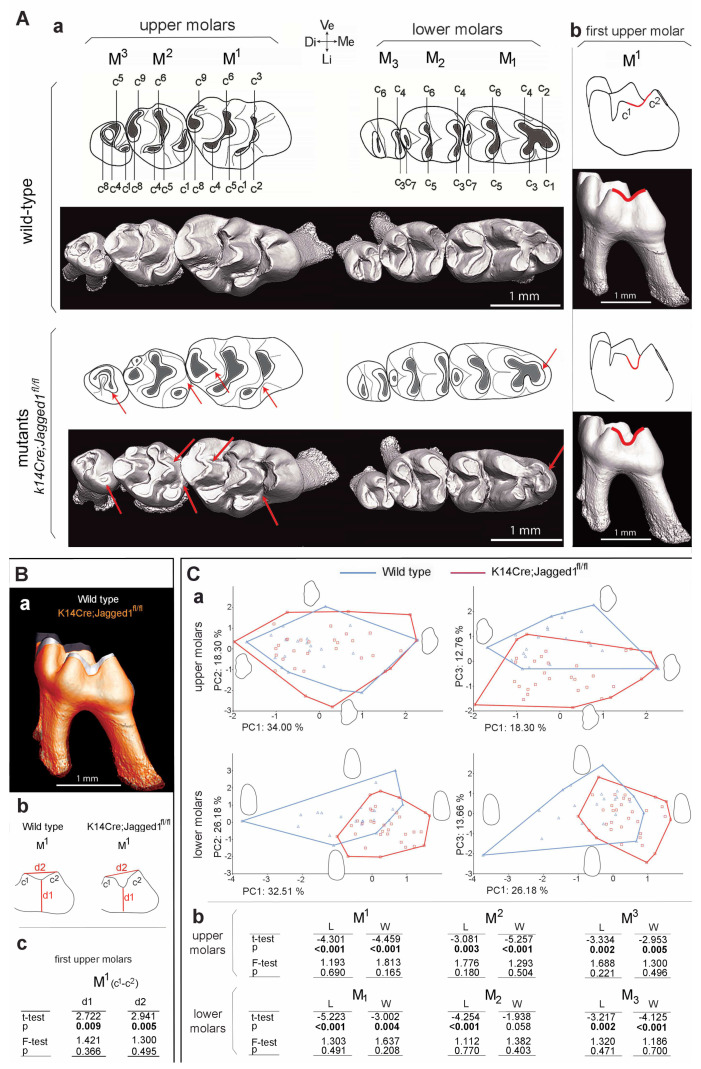
**Epithelial loss of *Jagged1* affects the molar dental morphology.** (**A**) MicroCT analysis showing the morphology of upper and lower molars of wild-type (WT) and *K14Cre;Jagged1fl/fl* mutant mice (both occlusal and side views). (**Aa**) Morphological variations in location, size and connection of the cusps in molars of the *K14Cre;Jagged1fl/fl* mice are indicated by red arrows. (**Ab**) WT first upper molar (M^1^) showing a V-shape c^1^-c^2^ connection profile, and mutant M^1^ showing a U-shape profile (red lines). In mutant mice, the lower first molars (M_1_) show in the mesial part mild fusion between the c_1_ and c_2_ cusps. (**B**) Comparison of the M^1^ crowns in WT and Jagged2 mutants. (**Ba**) MicroCT analysis showing smaller crowns in mutant M^1^ (orange pseudo color) when compared to the crowns of WT M^1^ (grey color). (**Bb**,**c**) Comparison of the distance between the inter-cusp groove and the basis of the crown (d1) and the distance between c^1^ and c^2^ (d2) in M^1^ of WT and mutants. (**C**) Principal component analyses comparing the variation of dental outline of M^1^ and M_1_ between WT (blue color) and *K14Cre;Jagged1fl/fl* (red color) mice. Abbreviations: M, mesial part; D, distal part; V, vestibular part; L, lingual part.

**Figure 2:**
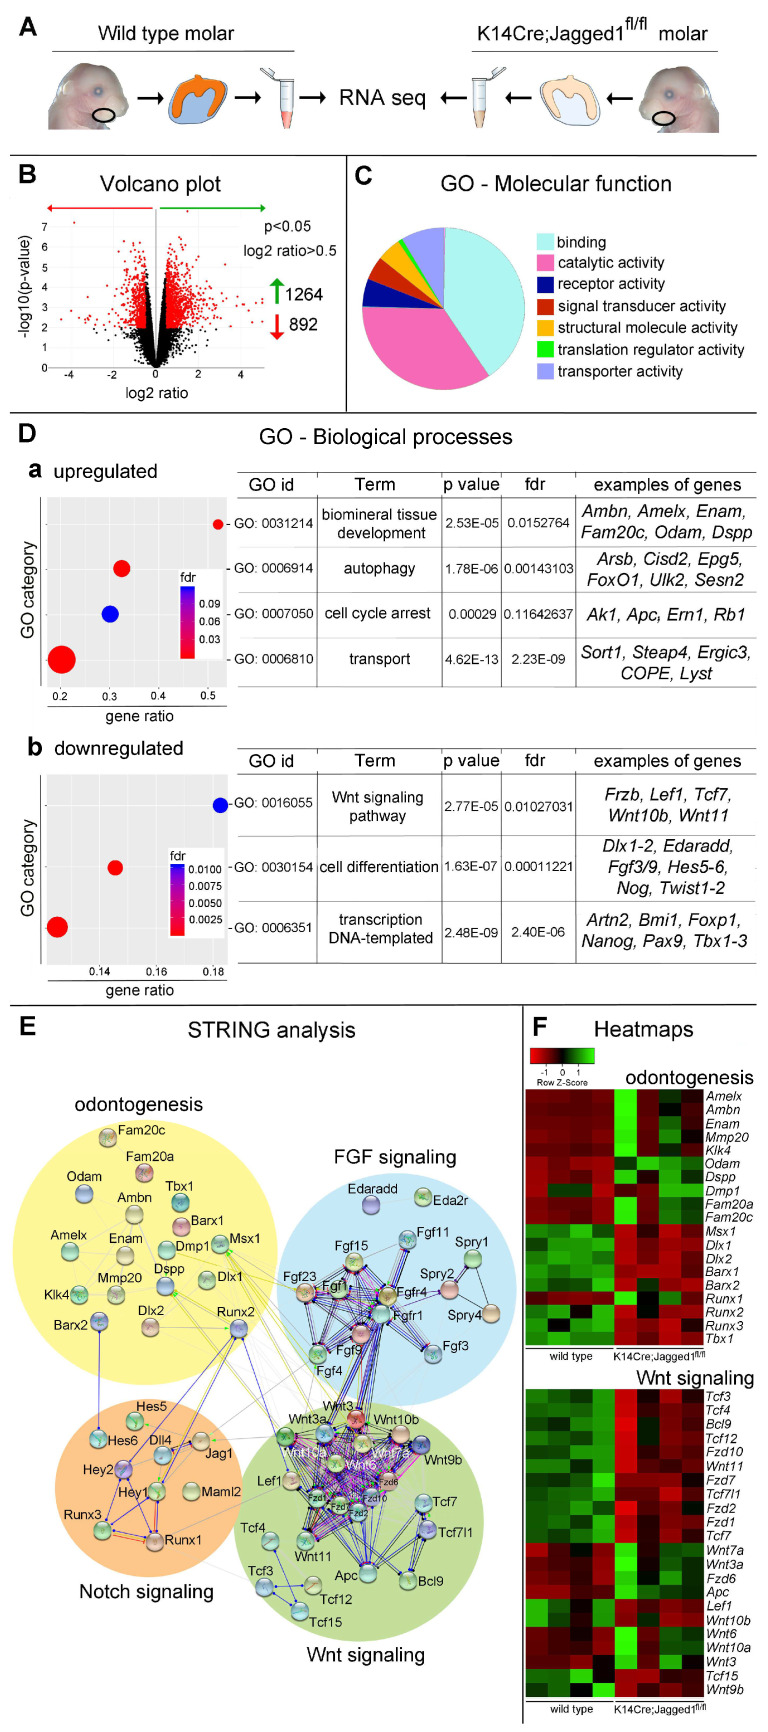
**RNA sequencing analysis of first molars isolated from E18.5 WT and *K14Cre;Jagged1^fl/fl^* mouse embryos.** (**A**) Experimental approach. Molars were isolated from E18.5 *K14Cre;Jagged1^fl/fl^* embryos and WT littermates. Their transcriptome was isolated via mRNA sequencing. (**B**) Volcano plot showing downregulated (red arrow) and upregulated (green arrow) genes in *K14Cre;Jagged1^fl/fl^* mutant mice compared to the WT littermates. (**C**) Pie chart representation of unbiased Gene Ontology Analysis—Molecular Function. (**D**) Hypergeometric representation of unbiased GO—Biological Processes analysis showing the upregulated (**Da**) and downregulated (**Db**) genes in the *K14Cre;Jagged1^fl/fl^* molars. (**E**) STRING analysis of selected protein networks whose gene expression was found to be significantly affected by *Jagged1* deletion in the dental epithelium. (**F**) Heatmaps showing the main deregulated genes involved in odontogenesis and in the Wnt signaling pathway in *K14Cre;Jagged1^fl/fl^* molars.

**Figure 3:**
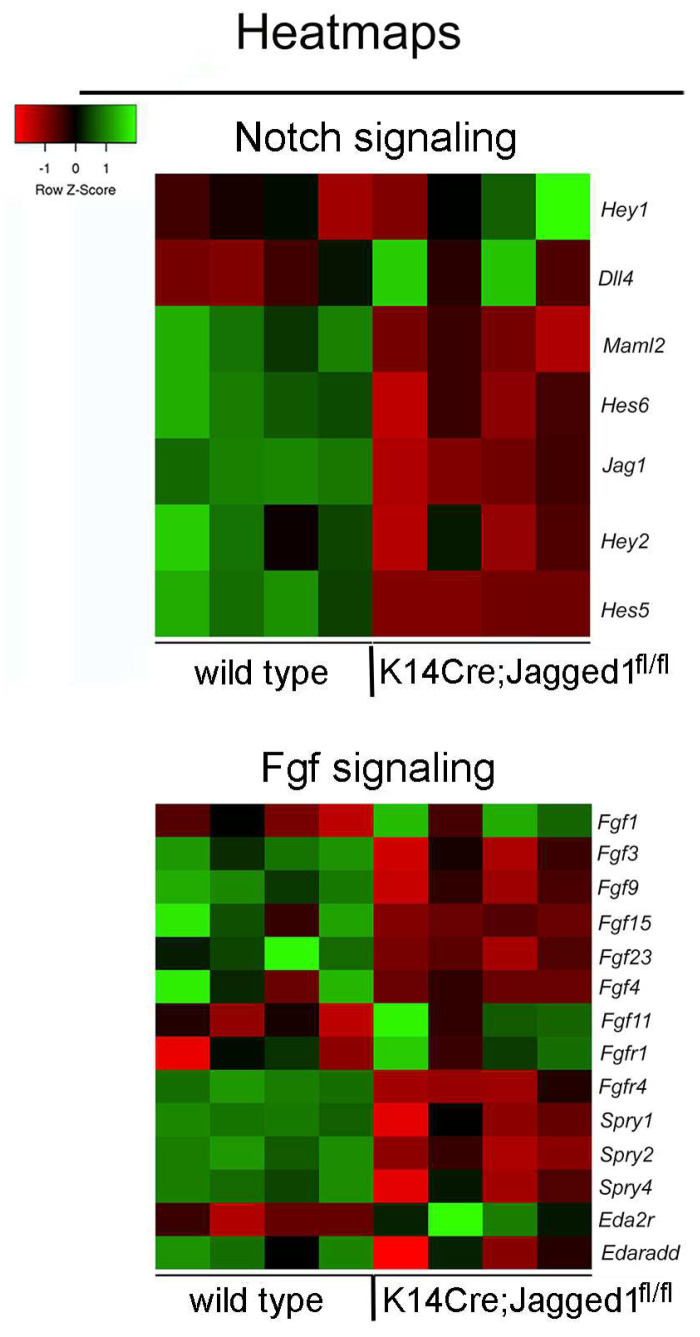
**Heatmaps showing the main deregulated genes involved in the Notch and FGF signaling pathways in *K14Cre;Jagged1^fl/fl^* molars**.

**Figure 4:**
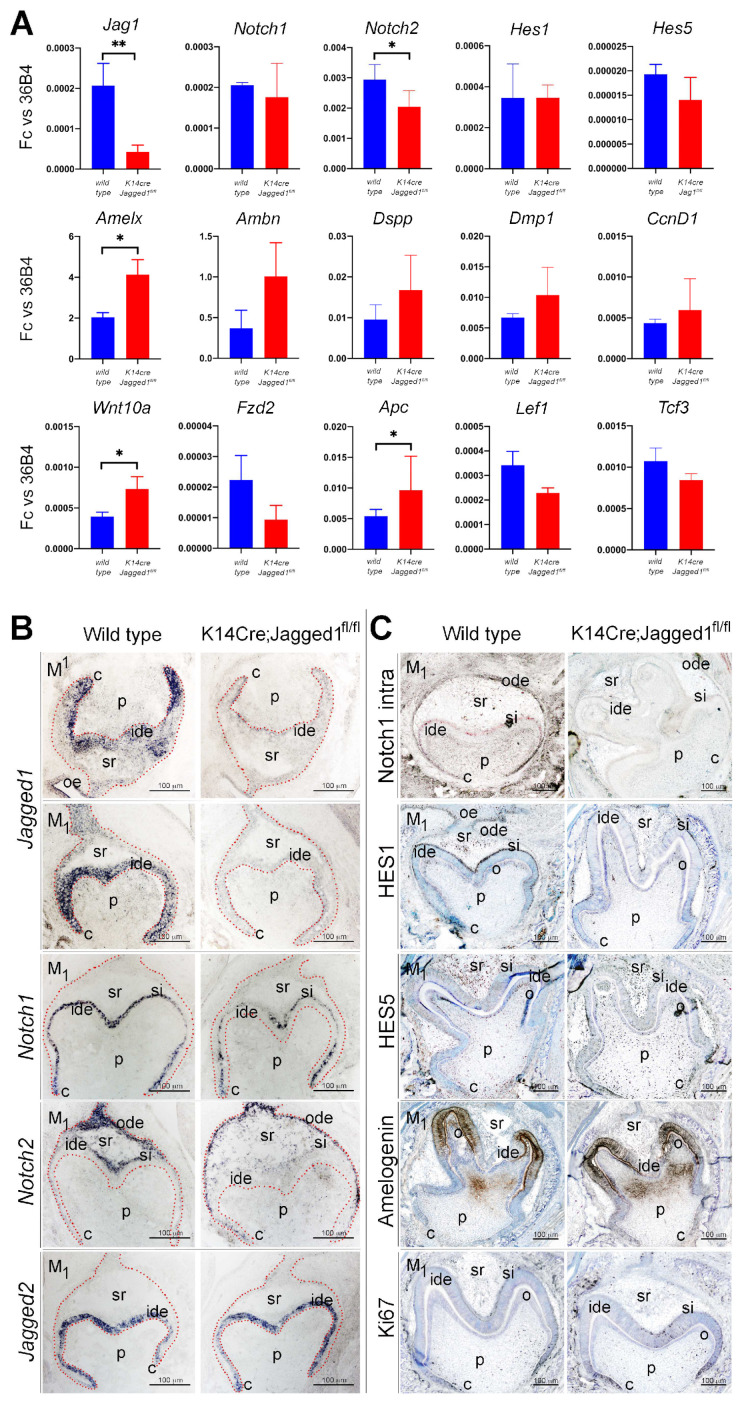
**Expression analysis of genes and proteins in E18.5 WT and *K14Cre;Jagged1^fl/fl^* teeth.** (**A**) RT-PCR analysis of the expression of genes coding for components of the Notch pathway (i.e., *Jag1, Notch1*, *Notch2*, *Hes1*, *Hes5*), Wnt signaling pathway (i.e., *Wnt10A*, *Fzd2*, *Apc*, *Lef1*, *Tcf3*), various ameloblast (i.e., *Amelx*, *Ambn*) and odontoblast (i.e., *Dspp*, *Dmp1*) differentiation markers, and a proliferation marker (i.e., *CcnD1*), in both WT (blue color) and mutant (red color) first molars. Statistical analysis used Student’s t-test (significant difference at *, *p* < 0.05; **, *p* < 0.01). (**B**) *In situ* hybridization showing alterations in the expression pattern of *Jagged1*, *Notch1*, *Notch2* and *Jagged2* in mutant first molars when compared to WT ones. (**C**) Immunohistochemistry showing modifications in the distribution pattern of the active form of Notch1 (Notch1 intra), Hes1 and Hes5 proteins, the enamel-specific Amelogenin protein and the nuclear Ki67 protein (cell proliferation marker) in *K14Cre;Jagged1^fl/fl^* teeth when compared to WT teeth. Scale bars 100 µm.

**Figure 5:**
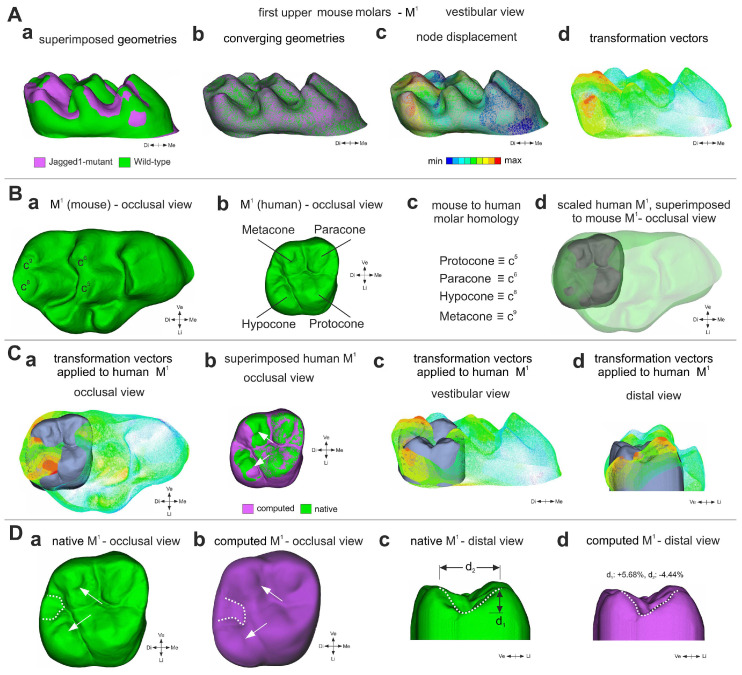
**Prediction of tooth crown morphologies in humans carrying *Jagged1* mutations.** (**A**) Compared morphologies of WT and *K14Cre;Jagged1^fl/fl^* M^1^. (**Aa**) Pre-processing (scaling, positioning and alignment) of proxy geometries, illustrating the affinity of source and target surfaces of rodent M^1^. Green color represents WT teeth, violet color indicated mutant teeth. (**Ab**) Conversion of the morphed WT M^1^, approximating the *K14Cre;Jagged1^fl/fl^* M^1^ geometry. (**Ac**) Magnitude of nodes movement required for the approximation of the WT M^1^ geometry to the *K14Cre;Jagged1^fl/fl^* M^1^ geometry. (**Ad**) Indicative view of the transformation vectors from WT M^1^ to *K14Cre;Jagged1^fl/fl^* M^1^. (**B**) Tooth homology between mouse and human M^1^ molars. (**Ba**) Occlusal view of mouse WT M^1^ indicating the comparable to the human M^1^ cusps. (**Bb**) Occlusal view of human M^1^ indicating the four cusps. (**Bc**) Nomenclature homologation in-between the human M^1^ and mouse M^1^ cusps. (**Bd**) Scaled human M^1^ superimposed on WT mouse M^1^. (**C**) Transformation vectors of the morphing process representing the magnitude of the source nodes’ (WT M^1^) movement during their approximation of the *K14Cre;Jagged1^fl/fl^* M^1^ geometry. (**Ca**,**c**,**d**) Transformation vectors superimposed on human M^1^. (**Cb**) Superimposed native (green color) and computed (violet color) human M^1^. (**D**) Comparison of the native human M^1^ and predicted human mutant M^1^. (**Da**,**b**) Native (green color in (**Da**)) and computed (violet color in (**Db**)) human M^1^ indicating statistically significant changes in cusps (arrows) and the inter-cusp space (dotted lines). Occlusal view. (**Dc**,**d**) Native (green color in (**Dc**)) and computed (violet color in (**Dd**)) human M^1^ showing a notable deeper and narrower profile of the distal ridge in mutant teeth (dotted lines in (**Dd**)) compared to the native teeth (dotted lines in (**Dc**)). Distal view.

**Table 1:** **Oligonucleotide sequences for TruSeq™ RNA and DNA Sample Prep Kits**.

Adapter	Sequence
TruSeq Universal Adapter	5′ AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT
TruSeq Adapter, Index 1	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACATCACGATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 2	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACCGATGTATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 3	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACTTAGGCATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 4	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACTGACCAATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 5	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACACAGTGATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 6	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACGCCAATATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 7	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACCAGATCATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 8	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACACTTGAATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 9	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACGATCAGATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 10	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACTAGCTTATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 11	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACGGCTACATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 12	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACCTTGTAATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 13	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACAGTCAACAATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 14	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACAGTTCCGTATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 15	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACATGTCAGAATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 16	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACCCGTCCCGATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 18 4	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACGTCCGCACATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 19	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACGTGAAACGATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 20	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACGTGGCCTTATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 21	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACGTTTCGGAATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 22	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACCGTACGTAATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 23	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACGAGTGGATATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 25	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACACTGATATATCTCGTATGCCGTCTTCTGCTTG
TruSeq Adapter, Index 27	5′ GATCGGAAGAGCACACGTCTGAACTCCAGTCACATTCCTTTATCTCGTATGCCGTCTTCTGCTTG

**Table 2:** **Morphological variations in the upper molars of *K14Cre;Jagged1^fl/fl^* mice.** On the first upper molars (M^1^) of wild-type (WT) mice, the interconnection of the first (c1) and second (c2) cusps has a V-shape profile, while this profile is often U-shaped (60%) in *K14Cre;Jagged1^fl/fl^* M^1^.

Specimen	Cohort	M^1^		M^2^		M^3^		Upper Molars	
		Right	Left	Right	Left	Right	Left	Right	Left
		c1-c2	c1-c2	c1	c1	c1	c1	Anormal cusp	Anormal Cusp
D1399	*Jag1^fl/fl^*	V-shape	V-shape	-	-	reduced	-	-	-
D1400	*Jag1^fl/fl^*	U-shape	U-shape	no spur	-	-	-	-	c8M2
D1401	*Jag1^fl/fl^*	V-shape	V-shape	-	-	reduced	-	c5M2	c5M1, c8M2
D1402	*Jag1^fl/fl^*	U-shape	U-shape	-	-	-	-	c8M2	c8M2
D1404	*Jag1^fl/fl^*	U-shape	U-shape	no spur	no spur	-	reduced	c5M2	c8M2
D1405	*Jag1^fl/fl^*	U-shape	V-shape	no spur	no spur	-	-	c8M2	-
D1406	*Jag1^fl/fl^*	V-shape	V-shape	no spur	no spur	-	-	c8M2	c8M2
D1407	*Jag1^fl/fl^*	V-shape	V-shape	no spur	-	-	-	-	-
D1408	*Jag1^fl/fl^*	U-shape	U-shape	-	-	-	-	c8M2	-
D1409	*Jag1^fl/fl^*	U-shape	V-shape	-	no spur	-	-	c8M1-2	c8M2
D1413	*Jag1^fl/fl^*	U-shape	U-shape	no spur	no spur	-	-	-	-
D1414	*Jag1^fl/fl^*	U-shape	V-shape	no spur	no spur	-	-	-	c8M1-2
D1415	*Jag1^fl/fl^*	U-shape	U-shape	no spur	no spur	-	-	c8M1-2	c8M1-2
D1433	*Jag1^fl/fl^*	U-shape	V-shape	-	no spur	-	reduced	c8M2	c8M1-2
D1434	*Jag1^fl/fl^*	U-shape	U-shape	no spur	no spur	-	-	-	-
D1435	*Jag1^fl/fl^*	V-shape	V-shape	no spur	no spur	-	-	c8M2	c8M1-2
D1436	*Jag1^fl/fl^*	U-shape	U-shape	no spur	no spur	-	-	-	c8M2
D1439	*Jag1^fl/fl^*	U-shape	V-shape	-	no spur	-	-	c8M2	-
D1440	*Jag1^fl/fl^*	V-shape	U-shape	no spur	no spur	-	-	c8M2	c5-8M2
D1443	*Jag1^fl/fl^*	V-shape	U-shape	no spur	no spur	reduced	reduced	-	c8M1
D1444	*Jag1^fl/fl^*	V-shape	V-shape	no spur	no spur	reduced	reduced	c5M2	-
M8	*Jag1^fl/fl^*	U-shape	U-shape	-	no spur	big	-	c8M2	c8M3
M9	*Jag1^fl/fl^*	V-shape	U-shape	no spur	no spur	reduced	reduced	-	c8M2
M10	*Jag1^fl/fl^*	V-shape	V-shape	no spur	-	reduced	reduced	c8M2	c8M1-2
M11	*Jag1^fl/fl^*	U-shape	U-shape	-	no spur	reduced	reduced	-	c8M1
M12	*Jag1^fl/fl^*	U-shape	U-shape	-	-	reduced	reduced	-	-
M15	*Jag1^fl/fl^*	V-shape	V-shape	-	-	-	-	-	-
M16	*Jag1^fl/fl^*	V-shape	U-shape	no spur	no spur	reduced	reduced	c8M2	c5M1, c8M2
M18	*Jag1^fl/fl^*	U-shape	U-shape	no spur	-	-	reduced	c8M2	c5-8M2
M19	*Jag1^fl/fl^*	U-shape	U-shape	-	no spur	-	-	c8M2	c8M1
M21	*Jag1^fl/fl^*	U-shape	V-shape	no spur	-	-	-	c8M1-2	c8M1-2
M22	*Jag1^fl/fl^*	U-shape	U-shape	-	-	-	-	-	-
M23	*Jag1^fl/fl^*	U-shape	V-shape	-	no spur	-	reduced	-	c8M1-2
D1398	WT	V-shape	V-shape	-	-	-	-	-	-
D1403	WT	V-shape	V-shape	-	-	-	-	-	-
D1410	WT	V-shape	V-shape	-	-	-	-	-	-
D1411	WT	V-shape	V-shape	-	-	-	-	-	-
D1412	WT	V-shape	V-shape	-	-	-	-	-	-
D1426	WT	V-shape	V-shape	-	-	-	-	-	-
D1427	WT	V-shape	V-shape	-	-	-	-	-	-
D1428	WT	V-shape	V-shape	-	-	-	-	-	-
D1429	WT	V-shape	V-shape	-	-	-	-	-	-
D1430	WT	V-shape	V-shape	-	-	-	-	-	-
D1431	WT	V-shape	V-shape	-	-	-	-	-	-
D1432	WT	V-shape	V-shape	-	-	-	-	-	-
D1437	WT	V-shape	V-shape	-	-	-	-	-	-
D1438	WT	V-shape	V-shape	-	-	-	-	-	-
D1441	WT	V-shape	V-shape	-	-	-	-	-	-
D1442	WT	V-shape	V-shape	-	-	-	-	-	-
M13	WT	V-shape	V-shape	-	-	-	-	-	-
M14	WT	V-shape	V-shape	-	-	-	-	-	-
M17	WT	V-shape	V-shape	-	-	-	-	-	-
M20	WT	V-shape	V-shape	-	-	-	-	-	-
M24	WT	V-shape	V-shape	-	-	-	-	-	-

**Table 3:** **Morphological variations in the lower molars of *K14Cre;Jagged1^fl/fl^* mice.** Differences in d3-d5 mean lengths indicating that the c1 and c2 cusps are partly merged in the first lower molars (M_1_) of *K14Cre;Jagged1^fl/fl^* mice.

	M_1_ (c_1_-c_2_)		
	d3	d4	d5
*t*-test	−3.121	−4.307	−3.387
*p*	0.003	<0.001	0.001
F-test	1.564	1.101	1.534
*p*	0.296	0.837	0.317

**Table 4:** **Variations in the first molars outline of *K14Cre;Jagged1^fl/fl^* mice.** Multivariate analysis of variations (MANOVA) indicates significant differences in the first molars outline between WT and *K14Cre;Jagged1^fl/fl^* mice.

MANOVA	Test	Value	F	d.f.	d.f. (Error)	*p*
M^1^	Wilk	0.340	7.427	11	42	<0.001
M_1_	Wilk	0.557	4.470	8	45	<0.001

## Data Availability

The accession number for all sequencing data reported in this paper is GEO: GSE198920; the reviewers can access the data using the token: mdmzaeqcbholbuf. All data will be made publicly available upon publication of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

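Lower molars of 4 K14Cre;Jagged1fl/fl and 4 WT embryos at E18.5 were sequenced with RNA-seq. The authors trimmed the reads with Trimmomatic, aligned them with STAR to GRCm38 and deposited a table per embryo with the count of reads on each of 43629 Ensembl genes, made with GenomicRanges. These counts are not normalized, and each embryo has its own table. The Ensembl release, the treatment of reads with several matches and the use of strand are not named in the text of the paper. Each table was assigned to its embryo and group by the sample labels and the paper.

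Gene symbols, positions and types were taken from GENCODE release M21 on GRCm38, which holds 42548 of the 43629 identifiers. Genes with at least 10 counts in at least 2 of the 4 embryos of either group were kept, which left 17129. They were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, without covariates, with Benjamini-Hochberg adjustment over the genes kept. The paper's criteria, an unadjusted p of at most 0.05 and a ratio of at least 0.5, were applied on the log2 scale, as the axis of Figure 2B has it. Values per embryo are CPM, counts scaled to the TMM-normalized library size. The enamel and cell cycle scores are means of log2(CPM) with a prior count of 2, and the marker list scores are means of log2(CPM + 0.1). Scores were compared with exact permutation tests over the 70 arrangements of 4 against 4, whose smallest two-sided p is 0.0286. With 1 embryo left out, 3 against 4 cannot go below 0.0571 when the smaller tail is doubled, and scores were not tested there. This was a choice, since counting arrangements by absolute difference, as was done for 4 against 4, could go lower. Reactome sets, which the fgsea package (version 1.28.0) carries by Entrez identifier, were tested with a one-sided Fisher's exact test, and camera from limma 3.58.1 was run beside it. The S phase and G2/M lists are those of the Seurat package, with mouse symbols by letter case. The 12 marker lists were also fixed before the data were examined.

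The genes named were fixed by rule before the data were examined: those the paper names for this experiment in its text or in Figures 2D, 2E, 2F and 3, its RT-PCR panel, Vangl2 and Celsr1, the Notch receptors and ligands, 4 proliferation genes, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05 and no overlap between the groups. Beside these, the text names genes of the marker lists, and genes that overlap a named gene or are similar to it in sequence, and which of them to name was chosen after their values were seen. Other genes are named only where the text says that they were chosen after their values were seen.

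The precision is limited by 4 embryos per group more than by depth: totals ran from 17327224 to 29792467 counts, and 3 counts correspond to at most 0.166 CPM. The alternatives tried were relative log expression, upper-quartile and library size scaling, DESeq2 1.42.0, edgeR's exact, likelihood ratio and robust tests, other count filters, downsampling, leaving out the 20 most abundant genes or the sex chromosomes, Xist as a covariate, other thresholds, and leaving out each embryo in turn. After the data were seen, covariates for the enamel gene score and a skeletal muscle score and a correction for GC content and length were added. On simulated counts for 16846 genes of these libraries, with 200 genes changed, 99.0% of the changed genes were recovered at an adjusted p under 0.05. Of the calls, 4.81% were unchanged genes. The simulated genes were independent, with the same dispersion for all genes and embryos. Only genes with enough counts were changed, by an absolute log2 ratio of at least 1. In the real data the median for the called genes was 0.82, and embryos of one group differed in enamel and muscle transcripts. These rates therefore do not carry over to the real data.

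The RT-PCR, in situ hybridization, staining and morphology experiments are not analysed here, and Gene Ontology terms were not used here. Embryo sex and which embryos shared a litter are not given in the labels or in the text of the paper, and no group was formed from them.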

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

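The tests of the keratin and Xist patterns and of the ATF4 targets in this part were chosen only after the patterns were seen.

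The gap of the farthest embryo to its nearest neighbour, as a share of the range of its group of 4, was looked at for 142 groups of values, and 8 groups exceeded Dixon's critical value, where chance gives 7.1. In the mutants these were Tcf12 (K14J28 at 8.01 log2 CPM, a share of 0.883), Fgfr4 (K14J30 at -0.87, a share of 0.946), and Fgf4, Cartpt and Crhbp, where a single embryo had counts above 0 and the share was 1. In WT they were Lfng (J6 lowest at 6.29, a share of 0.914), Celsr1 (J6 highest at 8.26, a share of 0.848) and Nanog (J6 at -0.13 log2 CPM, a share of 0.910). The number of such groups is what chance gives, and for Fgf4, Cartpt, Crhbp and Fgfr4 the values rest on 12 counts or fewer per mutant embryo. No biological explanation was tested for them.

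Signal of Xist, a gene outside those the paper discusses, was at 1928 CPM in K14J28 and 1467 CPM in K14J29, while the WT embryos had at most 0.574 CPM. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 5226 to 8853 counts in the WT embryos, 8504 in K14J26 and 7798 in K14J30, but 5 in K14J28 and 3 in K14J29. Xist and the Y-linked genes excluded each other, with 0 of the 8 embryos having both or neither, which is consistent with 2 female and 6 male embryos. An embryo was taken to have Xist above 10 CPM. The threshold was first set at 1 CPM, under which K14J30, with 28 Xist counts or 1.09 CPM, made 1 embryo with both, and it was raised after that value was seen. A male embryo mixed into the 2 samples with Xist is not seen, since the highest count of any Y-linked gene in K14J28 or K14J29 was 3. This does not speak to mixtures of embryos of one sex or to the other 6 samples. By these genes 0 of the 4 WT and 2 of the 4 mutant embryos are female, so the groups differ in sex composition. With the Xist level as a covariate 3063 genes passed the paper's criteria, of which 1912 were shared with the 2428 of the fit without it. Both embryos with Xist are mutants, so the genotype effect in that fit rests mainly on K14J26 and K14J30 among the mutants.

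Genes of the oral lining, outside those the paper discusses, were higher in K14J28 than in any WT embryo: the mean log2 of CPM + 0.1 over 10 oral keratinocyte genes was 5.47, which is 1.94 above the highest WT embryo (J6, 3.54). Of the 10 genes, 8 had their highest value in K14J28, and Krt4 was at 251 CPM there against 33.9 CPM in J6, a gene chosen as the example after its values were seen. A candidate explanation is oral lining left on the dissected molar, and a biological difference of this mutant cannot be told apart from it with these counts.

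Akain1 and Chac1, which the paper does not discuss, were among the 5 largest rises, at 15.1 ± 15.7 CPM (SD, n = 4) and 11.4 ± 7.91 CPM in mutants against 0.683 ± 0.769 and 0.828 ± 0.327 CPM in WT. Their log2 fold changes were 4.51 (standard error 1.00, adjusted p = 0.0220 from edgeR's quasi-likelihood test) and 3.80 (standard error 0.56, adjusted p = 0.00841). Akain1 ranged from 2.33 CPM in K14J28 to 37.4 CPM in K14J26, the order of the enamel genes. The rise of Chac1 raised the hypothesis that targets of ATF4 are higher in the mutants, and 24 other targets, without Chac1, were tested. Of these, 18 were higher, and the mean log2(CPM) of the list was 5.12 to 5.20 in the mutants and 4.94 to 5.02 in WT (exact permutation test, two-sided, p = 0.0286). The camera test gave p = 0.0511, or 0.102 adjusted over the 4 lists tried, and in an exact enumeration 6 of the 35 splits of the embryos gave a camera p as small. With the enamel gene score as a covariate the list was still higher and the camera p was 0.0105, though exact regrouping was not done there. In the same fit the camera p of a list of immediate early genes, taken up below, went from 0.563 to 0.00998, as lower. A small camera p in this fit therefore cannot decide whether maturation is the source. Chance cannot be ruled out.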

How the results depend on the processing

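The alternatives were set before the data were examined, except the covariates for the enamel gene score and the skeletal muscle score and the correction for GC content and length, which were chosen after seeing the data. Jag1 kept its direction and an adjusted p under 0.05 in all 24 alternatives, with log2 fold changes from -1.34 (without K14J30) to -1.09 (without K14J26) when an embryo was left out, and -1.04 with the enamel gene score as a covariate.

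For genes past the paper's criteria, 1426 higher and 1002 lower, the other scalings, tests, filters, downsampling and the Xist covariate gave counts within 1.5 times. The counts left that range when the criteria changed: an unadjusted p of at most 0.01 gave 938 higher and 556 lower genes, no fold threshold gave 3275 and 2696, and an absolute log2 ratio of at least 1 gave 556 and 310. Without TMM scaling, by library size only, the share of higher genes moved from 58.7% to 43.0%. With the enamel gene score as a covariate, 887 higher and 665 lower genes passed, and 629 genes (25.9% of the 2428) were shared in direction with the fit without it. Leaving out each embryo in turn gave from 1143 to 1645 higher and from 760 to 1385 lower genes. The cause of these changes was not tested, beyond the covariates named.

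The counts at an adjusted p under 0.05, 1631 higher and 1133 lower genes, depended more on single embryos: from 250 to 2479 higher and from 170 to 1845 lower genes across the 8 fits that each left out 1 embryo, with the fewest without K14J29 and the most without K14J28. Library size only gave 864 higher genes, and DESeq2's Wald test gave 1721 lower genes. An absolute log2 ratio of at least 0.5 in addition gave 852 higher and 511 lower genes. With the enamel gene score as a covariate 186 higher and 112 lower genes were past the threshold (171 of the 298 shared in direction with the 2764), and with the muscle score as a covariate 131 and 108 (235 of the 239). The cause was not tested.

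The enamel gene score difference stayed between 2.67 and 4.28 when an embryo was left out. The difference in spread ranged from 0.08 (without K14J26) to 1.15 (without WT J6), in part because this measure is lower in a group of 3. The S phase score difference ranged from -0.74 to -0.30 and the G2/M score difference from -0.61 to -0.13 when an embryo was left out. In both, the smallest difference came without K14J26. No exact test was run with an embryo left out, a choice made because 3 against 4 cannot go below 0.0571 when the smaller tail is doubled.

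Reactome sets among the higher genes numbered 24, and 8 when the genes with an adjusted p under 0.05 were used. Among the lower genes they numbered 2, but 108 with the camera test, which calls too readily on these data, and 18 by library size only. The cause was not tested.

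Over 67 single genes named and up to 24 alternatives each, 22 results changed direction, 240 lost and 48 gained an adjusted p under 0.05, and 1273 did neither. With the enamel gene score as a covariate, these log2 fold changes changed sign: Ambn to -0.41, Klk4 to -1.11, Wnt3a to -0.042, Wnt6 to -0.31, Wnt7a to -0.065, Wnt10a to -0.12, Dll4 to -0.12, Ern1 to -0.20, Arsb to -0.16, Fgf11 to -0.053, Fgfr1 to -0.12, Jag2 to -0.29, Notch1 to -0.041, Fgf4 to 0.48, Ccnd1 to 0.070, Pcna to 0.16, Mki67 to 0.66 and Top2a to 0.60. None of these reversed values had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Ambn and Klk4 are part of that score, and for the others the cause was not tested. Notch1, at 0.044, also went to -0.062 by library size only and to -0.069 with the GC content and length correction, and ranged from -0.013 to 0.085 across the fits that each left out 1 embryo. Hes1 went to 0.033 with the Xist covariate. Genes removed by a filter have no value under that alternative.

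Depth limits the genes with few reads: Hes5, Wnt9b, Fgf4, Fgf15, Fgf23, Tcf15 and Nanog had 25 counts or fewer in every embryo. No paired analysis was possible because the groups share no replicate numbers.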

Differences from the paper's values

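Under the criteria used here, the counts of differentially expressed genes lay within 1.5 times of the paper's. There were 2428 genes in all against the paper's more than 2000 in its text. There were 1426 higher genes against about 1300 in Fig. 2B, and 1002 lower genes against about 890 in Fig. 2B. The p threshold behind the counts of Fig. 2B is uncertain, since its coloured points seem to begin near a p of 0.01. At an unadjusted p of at most 0.01, 938 higher and 556 lower genes passed, and the lower count left that range.

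All 84 tested genes that the paper names or shows with a direction for RNA-seq went that way here, and 56 of them passed both criteria. Among the genes named in the text for RNA-seq, 6 did not. The paper gives Dmp1 as higher, and its log2 fold change was 0.59 with an adjusted p of 0.193. Dmp1 passed both criteria with DESeq2's Wald test (0.59) and without WT J5 (0.75), WT J6 (0.76) or K14J28 (0.76), and in none of the other alternatives. Wnt11 (-0.29), Maml2 (-0.39) and Hey1 (0.33) stayed under the fold threshold in the reported fit and passed both criteria in none of the alternatives. Apc (0.49) passed with the Xist covariate (0.63), without WT J6 (0.52), K14J28 (0.53), K14J29 (0.52) or K14J30 (0.55), and with the muscle score covariate (0.50), which was chosen after seeing the values. Hes6 (-0.49) passed with upper-quartile scaling (-0.53), library size only (-0.59), at least 10 counts in every embryo (-0.50), downsampling (-0.55), and without WT J6 (-0.51), WT J7 (-0.53), K14J28 (-0.52) or K14J30 (-0.52). It also passed with the muscle score covariate (-0.54), chosen after seeing the values.

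The paper describes the fall of Frizzled receptor and Tcf genes as major. Among the 5 Frizzled genes it shows, Fzd1 passed both criteria and Fzd6 was higher, as the figure also shows, and among the 6 tested Tcf and Lef genes, Tcf7 and Lef1 passed both. Fzd10 passed by library size only (-0.50), and Fzd6 with the Xist covariate (0.63) and without WT J6 (0.53), K14J28 (0.57) or K14J30 (0.56). Tcf7l1 passed with the enamel gene score covariate (-0.50), chosen after seeing the values, and Tcf15 passed without a count filter (-1.61). Fgf15 (-2.96) and Fgf23 (-2.23), shown as lower in Fig. 3, also passed when no count filter was used. Fgfr1 and Fgf11, shown as higher in Fig. 3, had log2 fold changes of 0.25 and 0.30 (adjusted p = 0.151 and 0.120) and passed in none of the alternatives. Of the other genes shown in Fig. 2D and 2F that did not pass, Barx2 passed by library size only, with the Xist covariate and without WT J5 or K14J28. Cope passed with the Xist covariate and without K14J28, and Runx1 with the Xist covariate. Cisd2 passed with the Xist covariate, without WT J6, and with the muscle score covariate, which was chosen after seeing the values. Msx1, Runx2, Bcl9, Fzd2, Fzd7, Tcf3, Tcf4, Tcf12, Ulk2, Sort1, Twist1, Bmi1 and Foxp1 passed under none.

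By RT-PCR in 8 embryos per group the paper gives Jag1, Hes5 and Lef1 as lower, and Amelx, Ambn, Dspp, Dmp1, Wnt10a and Apc as higher. All of these went the same way in the RNA-seq counts, though Dmp1 and Apc did not pass both criteria. The paper also gives Notch1, Notch2, Tcf3 and Fzd2 as lower by RT-PCR. In the RNA-seq counts none of these 4 passed both criteria. Its in situ hybridization places the fall of Notch1 and Notch2 in particular cell layers, which counts of the dissected molar do not resolve. The log2 fold changes were 0.04 for Notch1 (adjusted p = 0.709 from edgeR's quasi-likelihood test) and -0.12 for Notch2 (adjusted p = 0.408). They were -0.31 for Tcf3 (adjusted p = 0.0205) and -0.37 for Fzd2 (adjusted p = 0.0234). Tcf3 and Tcf4 were matched by current symbol, though they are also older names of Tcf7l1 and Tcf7l2. In the reported fit Tcf7l1, at -0.37, did not pass both criteria either.

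The paper states that networks of cell proliferation were not significantly altered. By staining it reports more Ki67 in the stratum intermedium and some preameloblasts of mutants, which counts of the dissected molar do not resolve. Here the S phase and G2/M scores had exact permutation p of 0.0857 and 0.229, two-sided, 2 of 54 G2/M genes passed both criteria, and Mki67, Top2a and Pcna did not. On the other side, 42 of 43 S phase genes were lower and 11 of them passed both criteria, as did Ccnd1.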

Other observations

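The tests of the muscle pattern were chosen after it was seen. The lists of p53, YAP and ATF4 targets and of immediate early genes, 4 in all, were written after single genes had raised the idea, and those genes were left out of the tests. What would count as an open outcome was changed after values were seen for the test of Jag1, Hes5 and Lfng under the covariate for the YAP list under the covariate, for the genes around Jag1 and for the 20 most abundant genes.

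The number of genes past the paper's criteria was set against several explanations. Of the 35 splits of the 8 embryos into 4 and 4, 1 gave as many as 2428 genes, the real one, and the next, which put K14J28 with WT J3, J5 and J7, gave 1557. For genes with an adjusted p under 0.05, 1 of the 35 splits gave as many as 2764, the real one, and no other gave more than 1. For Reactome sets, 2 of the 35 splits gave as many as 26, and the split with K14J28 beside J3, J5 and J7 gave 63, so the count of enriched sets is not tied to the genotype by these data. Downsampling to the smallest library gave 2243 genes and the GC content and length correction 2379, so neither explains the number of calls. Leaving out the 20 most abundant genes gave 2414, but TMM already limits the weight of such genes, so this test says little. By library size only, 2402 genes passed and the share of higher genes was 43.0% instead of 58.7%, so the balance of directions depends on the scaling. With the Xist level as a covariate 3063 genes passed. Genes within 10 Mb of Jag1 were called less often than others (10 of 149, 6.71%, against 14.2%; Fisher's exact test, two-sided, p = 0.00637), but this test cannot speak to a strain haplotype around Jag1, since the labels give both groups as Jagged1fl/fl.

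Skeletal muscle transcripts marked WT embryos J6 and J7: the mean log2 of CPM + 0.1 over 10 muscle genes was 5.06 in J6 and 4.38 in J7, and between -0.84 and 0.96 in the other 6 embryos. All 10 genes had their 2 highest values in these embryos. Library size goes against being the source, since 6 of the 8 embryos had a larger library than J6. A candidate explanation is muscle tissue left on the dissected molar, which a difference in biology between WT embryos cannot be told apart from. With the muscle score as a covariate 1892 genes passed the paper's criteria, 1711 of them shared in direction with the 2428, so muscle alone does not account for the number of calls under these criteria. The genes with an adjusted p under 0.05 fell from 2764 to 239 with this covariate, so for that count the part of muscle remains open.

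A hypothesis is that much of the difference between the groups is a difference in the maturation of the molars, which also varies within the groups. Among the 4 WT embryos alone, the slope of expression on the enamel gene score had the sign of the mutant log2 fold change for 73.7% of the 2423 called genes outside that score, and among the 4 mutants alone for 79.1%. Genes are not independent replicates. When the scores were reordered among the 4 WT embryos, 4 of the 24 orders gave a share as high, and 3 of 24 among the mutants, so 4 embryos are too few to separate this from chance. With the enamel gene score as a covariate, 2 of the 3 genes Jag1, Hes5 and Lfng kept an adjusted p under 0.05 (0.0391 for Jag1 and 0.0310 for Lfng, against 0.0549 for Hes5), with log2 fold changes of -1.04 for Jag1, -0.94 for Lfng and -3.30 for Hes5, which was -3.06 without the covariate. The fall of these 3 genes may thus be separate from maturation, with the test of Hes5 short of the threshold. The sign of the Wnt3a, Wnt6, Wnt7a and Wnt10a changes did not hold under this covariate. None of these reversed Wnt changes had an adjusted p under 0.05. The score was higher in every mutant than in every WT embryo, so this fit separates it from the genotype only in part. The paper calls the controls littermates of the mutants and had the age checked by morphology, but which embryos shared a litter is not given. Whether the mutants mature early because of the deletion or were slightly ahead in age cannot be told apart with these counts.

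Ccng1, Polk, Eda2r, Sesn2 and Trim7, chosen after their values were seen, raised the hypothesis that p53 targets are higher in mutant molars. The 29 tested genes of a list of other p53 targets had a median log2 fold change of 0.19, higher than in 99.8% of 10000 random lists matched on expression, and 21 of the 29 were higher. The mean log2(CPM) of the list was 4.85 to 4.92 in WT and 5.06 to 5.22 in mutants (exact permutation test, two-sided, p = 0.0286). The camera test gave p = 0.00114, or 0.00454 adjusted over the 4 lists, and in an exact enumeration 2 of the 35 splits gave a p as small, the other with J3 beside K14J26, K14J28 and K14J29. A camera p under 0.05 came from 11 of the 35 splits, so this test calls too readily on these data. Immediate early genes, a sign of tissue handling, did not rise as a group (camera p = 0.563, score exact permutation p = 0.914), but were lower with the enamel gene score as a covariate (camera p = 0.00998, for which exact regrouping was not done). The p53 list kept a camera p of 0.00241 with that covariate, also without exact regrouping. Chance cannot be ruled out, and the rise remains a hypothesis.

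Ccn1, Ccn2, Amotl2 and Fjx1, also chosen after their values were seen, raised the hypothesis of lower YAP target expression. The test was negative: 19 other targets had a median log2 fold change of 0.057 (camera p = 0.498, score exact permutation p = 0.743), and 23 of the 35 splits gave a camera p as small. The camera p of the YAP list was 0.382 with the enamel gene score as a covariate, without exact regrouping. The p of 0.563 for immediate early genes, where 25 of the 35 exact splits gave one as small, shows no common shift in the fit without covariates. Of the 15 tested, 4 passed the criteria as higher and 3 as lower, which a test of one direction does not see, so an effect of handling cannot be ruled out.

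S phase and G2/M genes were lower as groups, but 16 and 26 of the 35 splits of the embryos gave a camera p as small, so these data do not tie the fall to the genotype. Mutant K14J26, with the highest enamel gene score, had the lowest S phase score. The mean absolute deviation of both scores from the group median was larger in the mutants, by 0.35 for S phase and 0.36 for G2/M genes (exact permutation tests, two-sided, p = 0.0286 for each), which was looked at beside the enamel gene score and not planned.

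For the genes of the RT-PCR panel of Fig. 4A, of which the paper gives Notch1 and Notch2 as lower by RT-PCR, RNA-seq gave log2 fold changes of 0.04 for Notch1 (adjusted p = 0.709 from edgeR's quasi-likelihood test), -0.12 for Notch2 (adjusted p = 0.408) and -0.09 for Hes1 (adjusted p = 0.475). Jag2 had a log2 fold change of 0.21 (adjusted p = 0.331).

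The largest falls without overlap were those of Cartpt, 5830444B04Rik, Crhbp, Kera and the pseudogene Rpl34-ps1, whose reads can be shared with Rpl34. Cartpt had 50 to 245 counts in the WT embryos and at most 1 in any mutant, at least 38.3-fold lower against the floor of 3 counts (adjusted p = 0.00485). The other 3 genes with all mutants at or under the floor were at least 4.63-fold (5830444B04Rik), 3.81-fold (Crhbp) and 4.51-fold (Kera) lower. These limits use the WT mean. For Kera the WT counts were 3, 5, 15 and 43 in J3, J5, J6 and J7. J3 was thus itself at the floor, and the limit for Kera leans on J7.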
